# THADA inhibition in mice protects against type 2 diabetes mellitus by improving pancreatic β-cell function and preserving β-cell mass

**DOI:** 10.1038/s41467-023-36680-0

**Published:** 2023-02-23

**Authors:** Yuqing Zhang, Shan Han, Congcong Liu, Yuanwen Zheng, Hao Li, Fei Gao, Yuehong Bian, Xin Liu, Hongbin Liu, Shourui Hu, Yuxuan Li, Zi-Jiang Chen, Shigang Zhao, Han Zhao

**Keywords:** Type 2 diabetes, Mechanisms of disease, Apoptosis

## Abstract

Impaired insulin secretion is a hallmark in type 2 diabetes mellitus (T2DM). *THADA* has been identified as a candidate gene for T2DM, but its role in glucose homeostasis remains elusive. Here we report that THADA is strongly activated in human and mouse islets of T2DM. Both global and β-cell-specific *Thada*-knockout mice exhibit improved glycemic control owing to enhanced β-cell function and decreased β-cell apoptosis. THADA reduces endoplasmic reticulum (ER) Ca^2+^ stores in β-cells by inhibiting Ca^2+^ re-uptake via SERCA2 and inducing Ca^2+^ leakage through RyR2. Upon persistent ER stress, THADA interacts with and activates the pro-apoptotic complex comprising DR5, FADD and caspase-8, thus aggravating ER stress-induced apoptosis. Importantly, THADA deficiency protects mice from high-fat high-sucrose diet- and streptozotocin-induced hyperglycemia by restoring insulin secretion and preserving β-cell mass. Moreover, treatment with alnustone inhibits THADA’s function, resulting in ameliorated hyperglycemia in obese mice. Collectively, our results support pursuit of THADA as a potential target for developing T2DM therapies.

## Abstract (web summary)

THADA has been identified as a type 2 diabetes-associated gene whose function is not fully understood. Here the authors report that THADA deficiency protects mice from hyperglycemia and glucose intolerance by promoting insulin secretion and inhibiting β-cell apoptosis, suggesting THADA could be explored as a potential therapeutic target for diabetes.

## Introduction

Type 2 diabetes mellitus (T2DM) is currently a fast-growing health problem affecting nearly half a billion people worldwide. It is characterized by hyperglycemia due to insufficient insulin secretion by pancreatic β-cells in response to overnutrition or insulin resistance^1^. T2DM were driven by the interplay of genetic and environmental risk factors, with pancreatic islet being considered as the key tissue in mediating its pathogenesis^2^. Impaired β-cell function and inadequate β-cell mass underpins the main cause of this disease^3,4^. Therefore, understanding the molecular mechanism that drives pathological β-cell defect is urgently needed to develop strategies for the prevention and treatment of T2DM.

The *Thyroid Adenoma Associated* (*THADA*), target gene of chromosomal aberration in thyroid adenomas^5^, has been identified as a T2DM-associated gene by several genome-wide association studies (GWAS)^6–8^. *THADA* gene variants showed excess maternal transmission to offspring with T2DM, indicative of a disease-specific effect^9^. *THADA* was detected to be associated with lower pancreatic β-cell response^10^, but not with insulin sensitivity^11^. In a Chinese population, it was correlated with 2-h insulin levels during oral glucose tolerance tests^12^. Moreover, Single nucleotide polymorphisms (SNPs) in *THADA* were associated with polycystic ovary syndrome (PCOS)^13^ as well as cold adaption during human evolution^14^. All these findings connected THADA to energy homeostasis.

Studies of the physiological functions of THADA are limited. Moraru et al. (2017) revealed that *THADA* knockout in *Drosophila* led to obesity due to hyperphagia, reduced thermogenesis and increased lipid storage^15^. They identified that THADA uncouples ATP hydrolysis from Ca^2+^ transport into the endoplasmic reticulum (ER), which results in thermogenesis due to dissipation of energy in the form of heat^15^. Another study reported that depletion of *Arabidopsis* THADA homolog caused hypersensitivity to cold^16^. THADA protein was predicted to have the ARM repeat structure which indicates the protein binding activity^17^, and encode a death receptor-interacting protein (Puduvalli VK and Ridgeway L, GenBank reference note). Nonetheless, the metabolic impacts of THADA in mammals have not been reported to date. In vivo characterizing THADA’s function in mammals could help unveil its role in the pathogenesis of metabolic diseases and provide therapeutic hints.

In the present study, we generated global and β-cell-specific *Thada*-knockout mice and investigated the effects of THADA deficiency on glucose homeostasis under physiological and diabetic conditions. We report that THADA impairs insulin secretion and β-cell survival by decreasing ER Ca^2+^ stores and aggravating ER stress-induced apoptosis. Moreover, THADA deficiency protected mice from high-fat high-sucrose (HFHS) diet- and streptozotocin (STZ)-induced T2DM. Our findings highlight THADA as a determinant for β-cell secretory function and β-cell mass, thus providing a potential therapeutic target for T2DM.

## Results

### THADA is activated in T2DM islets and after glucolipotoxicity

We observed *Thada* is highly expressed in mouse islets (Fig. S1a), which prompted us to evaluate its expression in pancreatic sections from T2DM patients and non-diabetic (ND) control participants. Detailed clinical profiles for these participants are provided in Supplementary Data 1. The islet from T2DM patients displayed strong expression of THADA, specifically in the cytosol of insulin-positive β-cells, not in exocrine cells (Fig. 1a). Further, the THADA immunofluorescence intensity was substantially increased in islets from T2DM patients compared to islets from the ND participants (Fig. 1b, c).

**Fig. 1:**
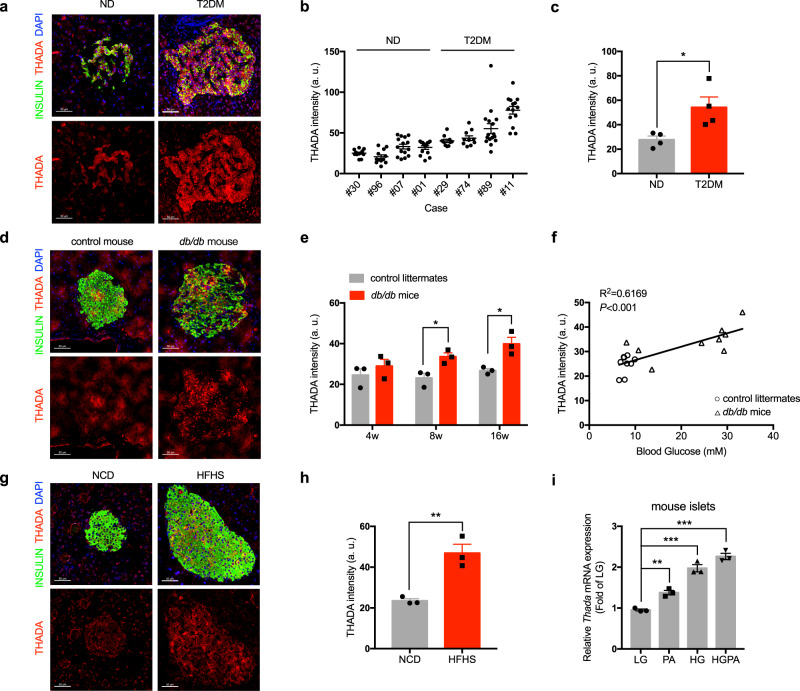
THADA is activated in islets of T2DM patients and mice. **a** Representative pancreatic sections from non-diabetes (ND) and type 2 diabetes mellitus (T2DM) participants stained for insulin (green), THADA (red), and DAPI (blue). Scale bars, 50 μm. **b** THADA intensity of each islet in ND and T2DM participants (*n* = 10 for #29 and #74, *n* = 12 for #96, *n* = 13 for #30, *n* = 14 for #01 and #11, *n* = 15 for #07, *n* = 16 for #89). **c** Quantification of mean THADA intensities in ND and T2DM individuals (*n* = 4). **d** Representative pancreatic sections from 16-week-old *db/db* mice and their wild-type control littermates stained for insulin (green), THADA (red), and DAPI (blue). Scale bars, 50 μm. **e** Quantification of THADA intensities in control littermates and *db/db* mice at 4, 8, and 16 weeks of age (*n* = 3). **f** Linear regression analysis of islet THADA intensities and blood glucose levels in control littermates (circles) and *db/db* mice (triangles). The *R*^2^ and *P* value were shown in panel. **g** Representative pancreatic sections from mice feeding HFHS diet for 12 weeks or normal chow diet (NCD) staining for insulin (green), THADA (red), and DAPI (blue). Scale bars, 50 μm. **h** Quantification of mean THADA intensities in NCD- and HFHS diet-fed mice (*n* = 3). **i** *Thada* mRNA expression in mouse islets incubated with 3.3 mM glucose (LG), 0.5 mM palmitate (PA), 16.7 mM glucose (HG), or 16.7 mM glucose combined with 0.5 mM palmitate (HGPA) for 48 h (*n* = 3 biologically independent experiments). Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001; significance is assessed by two-tailed unpaired Student’s *t* test (**c**, **e**) or one-way ANOVA followed by Dunnett’s multiple comparison test (**i**). Source data are provided as a Source Data file.

We next assessed whether THADA is involved in the progression of T2DM by examining *db/db* mice—a spontaneous T2DM mouse model—at different ages (Fig. S1b). We found THADA was expressed mainly in islet β-cells, not in α-cells (Fig. S1c). Its expression level in islet was indistinguishable between 4-week-old prediabetic *db/db* mice and wild-type littermate controls, but gradually increased when the *db/db* mice progressed into T2DM at 8 and 16 weeks (Fig. 1d, e), indicating THADA is activated during diabetes progression. Moreover, we detected a strong positive correlation between THADA expression levels and fed blood glucose levels (Fig. 1f). We observed a similar pattern of increased THADA expression in another T2DM mouse model induced by a HFHS diet (Fig. 1g, h).

Chronic hyperglycemia and hyperlipidemia, collectively referred to as “glucolipotoxicity”, has been proposed as a driver of T2DM^18^. To explore potential relationships between THADA expression and glucolipotoxicity, we simulated this diabetogenic milieu in mouse islets in vitro. Chronic exposure to high concentrations of glucose and palmitate significantly induced *Thada* expression in mouse islets (Fig. 1i and S1d). A high concentration of glucose or palmitate alone could also induce *Thada* expression in mouse islets or cultured β-cells (Fig. 1i, S1e and S1f). We obtained similar results when these β-cells were exposed to a 2:1 mixture of oleate/palmitate (Fig. S1g). These data suggest that THADA is activated in diabetogenic conditions.

### *Thada* knockout improves glucose homeostasis without affecting insulin sensitivity in mice

We next generated mice with whole-body *Thada* knockout by CRISPR/Cas9 (Fig. S2a) and confirmed successful THADA deletion (Fig. S2b–d). There were no significant differences in the body weights of wild-type (WT) and *Thada*-knockout (*Thada*-KO) mice (Fig. 2a). Nor did *Thada*-KO cause any differences in the weights of liver, epididymal, or inguinal white adipose tissues, as well as food intake of mice (Fig. S2e, f). However, although *Thada*-KO mice exhibited similar fasting glucose and insulin levels as their WT littermates (Fig. 2b, d), they showed significantly decreased random-fed blood glucose levels (Fig. 2c). And this was accompanied with significantly increased serum insulin levels (Fig. 2d). We next measured blood glucose levels after intraperitoneal glucose injection. *Thada*-KO mice showed significantly lower blood glucose compared with WT controls during the intraperitoneal glucose tolerance test (IPGTT) (Fig. 2e, f). An intraperitoneal insulin tolerance test (ITT) showed no significant difference in insulin sensitivity between WT and *Thada*-KO mice (Fig. 2g, h). Female *Thada*-KO mice displayed similar phenotypes as male mice (Fig. S2g–n).

**Fig. 2:**
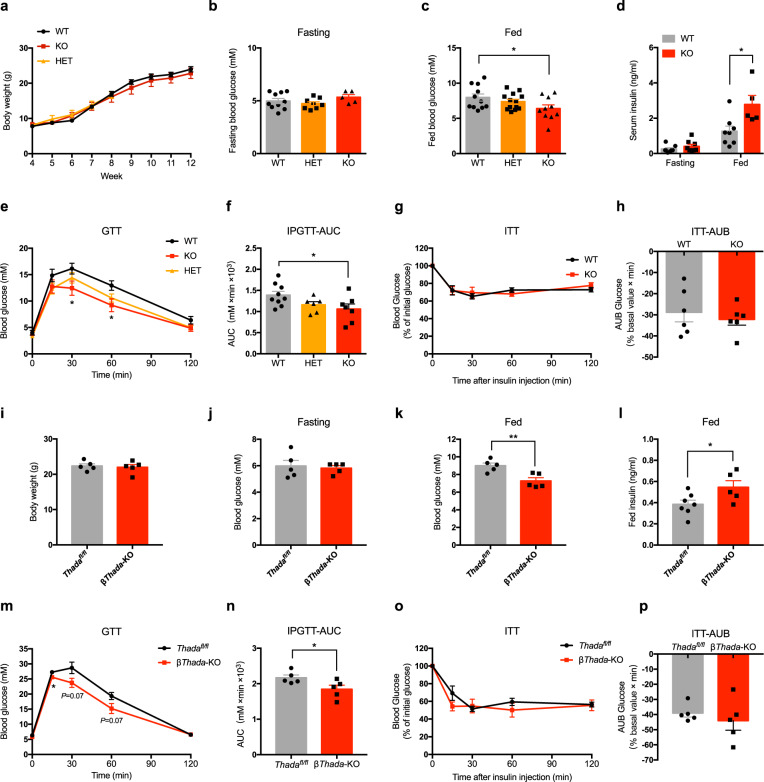
*Thada* knockout improves glucose homeostasis without affecting insulin sensitivity in mice. **a** Body weights of wild-type (WT, *n* = 13), heterozygous (HET, *n* = 13), and *Thada*-knockout (KO, *n* = 11) mice at the indicated weeks of age. **b** Fasting blood glucose levels of WT (*n* = 10), HET (*n* = 8) and *Thada*-KO mice (*n* = 5) that were fasted overnight. **c** Random-fed blood glucose levels of WT (*n* = 11), HET (*n* = 13), and *Thada*-KO mice (*n* = 10). **d** Fasting (*n* = 8) and fed (*n* = 8 for WT and *n* = 5 for KO) serum insulin levels of WT and *Thada*-KO mice. **e**, **f** IPGTT and the related area under the curve (AUC) of WT (*n* = 9), HET (*n* = 6) and *Thada*-KO mice (*n* = 7). **g**, **h** ITT and the related area under baseline (AUB) of WT and *Thada*-KO mice (*n* = 6). (**i**) Body weights of control (*Thada*^*fl/fl*^) and β-cell-specific *Thada*-knockout (β*Thada*-KO) mice (*n* = 5). **j**, **k** 16-h fasting blood glucose (**j**) and random-fed blood glucose (**k**) levels of *Thada*^*fl/fl*^ and β*Thada*-KO mice (*n* = 5). **l** Fed serum insulin levels of *Thada*^*fl/fl*^ (*n* = 7) and β*Thada*-KO (*n* = 5) mice. **m**, **n** IPGTT and the related AUC of *Thada*^*fl/fl*^ and β*Thada*-KO mice (*n* = 5). **o**, **p** ITT and the related AUB of *Thada*^*fl/fl*^ and β*Thada*-KO male mice (*n* = 5). Experiments were performed on male mice at 8–10 weeks of age and female mice data were provided in Fig. S2. Data are presented as mean ± SEM. *P < 0.05, **P < 0.01; significance is assessed by two-tailed unpaired Student’s *t* test. Source data are provided as a Source Data file.

We further constructed β-cell-specific *Thada*-knockout (β*Thada*-KO) mice (Fig. S2o) and found that these mice also displayed significantly decreased fed blood glucose levels, increased serum insulin levels and improved glucose tolerance, without changes in body weight, fasting glucose or insulin sensitivity (Fig. 2i–p). These findings from the β*Thada*-KO are completely consistent with the metabolic effects observed for the global *Thada* knockout and indicate that impacts from *Thada*-KO are mediated by β-cells.

### *Thada* knockout promotes pancreatic β-cell function in mice

We measured serum insulin levels after glucose challenge to examine if the metabolic effects in *Thada*-KO mice are related to altered insulin secretion. Indeed, *Thada* knockout led to dramatically increased serum insulin release after intraperitoneal glucose injection (Figs. 3a, b, S2p, S3a), along with increased pancreatic insulin content (Fig. 3c and S3b). To further assess the influence of THADA on β-cell function, primary islets isolated from WT and *Thada*-KO mice were treated ex vivo with different concentrations of glucose. Although basal insulin secretion at 3.3 mM glucose was comparable, the 11.1 and 16.7 mM glucose both stimulated significantly more insulin secretion from *Thada*-KO islets than WT islets, along with elevated stimulation index of *Thada*-KO islets (Fig. 3d).

**Fig. 3:**
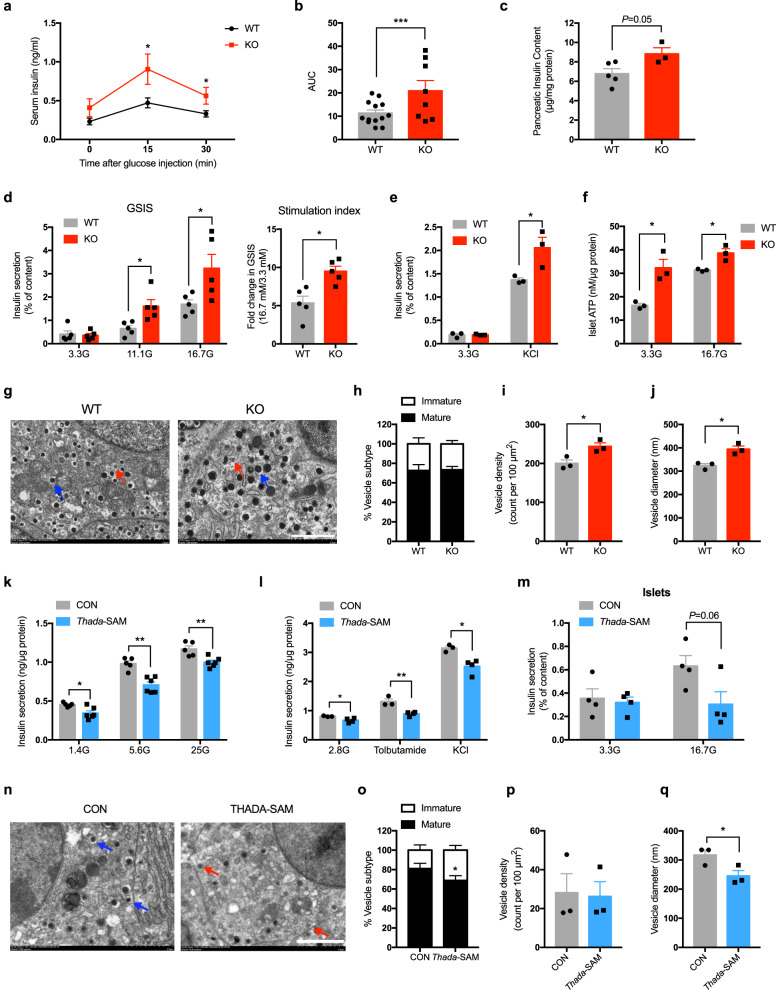
*Thada* knockout promotes pancreatic β-cell function in mice. **a** Serum insulin levels at 0, 15, and 30 min after intraperitoneal glucose injection in WT (*n* = 13) and *Thada*-KO mice (*n* = 8). **b** Area under the curve in (**a**). **c** Pancreatic insulin contents of WT (*n* = 5) and *Thada*-KO mice (*n* = 3). **d** Islets isolated from WT and *Thada*-KO mice were stimulated with 3.3, 11.1, or 16.7 mM glucose for 1 h and insulin secretion was assayed. Stimulation index was calculated as fold change of GSIS (*n* = 5). **e** Islets isolated from WT and *Thada*-KO mice were stimulated with or without 35 mM KCl at 3.3 mM glucose for 1 h and insulin secretion was assayed (*n* = 3). **f** ATP content of islets from WT and *Thada*-KO mice incubated at 3.3 or 16.7 mM glucose for 1 h (*n* = 3). **g** Transmission electron microscopy of pancreatic islets from WT and *Thada*-KO mice. Red and blue arrowheads point to vesicles containing immature and mature granules, respectively. Scale bar, 2 μm. **h**–**j** Analysis of ultrastructural β-cells from WT and *Thada*-KO mice (*n* = 3), including quantification of the percentage of mature and immature vesicles (**h**), vesicle density (**i**), and vesicle diameter (**j**). **k** MIN6 beta-cell lines were transduced with dCas9-SAM lentiviruses to activate *Thada* expression, then GSIS was assayed at 1.4 mM, 5.6 mM, and 25 mM glucose (*n* = 5 for control cells and *n* = 6 for *Thada*-SAM cells). **l** Control (CON, *n* = 3) and *Thada*-activated (*Thada*-SAM, *n* = 4) MIN6 beta-cell lines were stimulated at 2.8 mM glucose with or without 2.5 mM tolbutamide and 35 mM KCl for 1 h and insulin secretion was assayed. (**m**) Islets transduced with dCas9-SAM lentiviruses for 7 days were then stimulated with 3.3 and 16.7 mM glucose for 1 h and insulin secretion was assayed (*n* = 4). **n** Transmission electron microscopy of control and *Thada*-SAM MIN6 beta-cell lines. Red and blue arrowheads point to vesicles containing immature and mature granules, respectively. Scale bar, 2 μm. **o**–**q** Quantification of the percentage of mature and immature vesicles (**o**), vesicle density (**p**), and vesicle diameter (**q**) in control and *Thada*-SAM MIN6 beta-cell lines (*n* = 3). The animal experiments were performed on male mice at 8–10 weeks of age and female mice data were provided in Fig. S3. Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001; significance is assessed by two-tailed unpaired Student’s *t* test. Source data are provided as a Source Data file.

We also found that KCl-stimulated insulin secretion was significantly increased in *Thada*-KO islets (Fig. 3e), suggesting that THADA modulates insulin release through a pathway downstream of glucose-induced inactivation of K_ATP_ channels. We then measured intracellular ATP content and detected significantly elevated ATP levels in *Thada*-KO islets (Fig. 3f). These results were substantiated in female *Thada*-KO mice (Fig. S3c–e). Further electron micrographs showed an unaltered proportion of mature insulin vesicles (Fig. 3g, h) but significantly increased overall number and mean size of the secretory vesicles in *Thada*-KO β-cells (Fig.3i, j), findings implicating THADA in the secretion of insulin vesicles in islet β-cells.

The CRISPR/catalytically-deficient Cas9 (dCas9)-synergistic activation mediator (SAM) system represents a powerful approach for selectively activating the transcription of endogenous genes^19^. We used this to activate *Thada* transcription in MIN6 cells, a commonly used mouse β-cell line, and detected stable up-regulation of *Thada* expression (~2.5 average fold-increase over control cells) (Fig. S3f, g). Note that this increase is quite close in magnitude to the observed THADA induction in T2DM patients and mice (Fig. 1). dCas9-SAM-mediated *Thada* activation led to significantly reduced insulin secretion elicited at various concentrations of glucose (Fig. 3k), and also decreased the insulin secretion stimulated by the depolarizing stimuli KCl and tolbutamide (Fig. 3l). Reduced glucose-stimulated insulin secretion (GSIS) was similarly observed in intact mouse islets in which *Thada* was activated with dCas9-SAM (Fig. 3m). Finally, we analyzed β-cell ultrastructure and found a significantly increased proportion of immature vesicles after *Thada* activation (Fig. 3n, o). Although the overall number of insulin vesicles remains unaffected (Fig. 3p), the mean size of insulin secretory vesicle was significantly declined after *Thada* activation (Fig. 3q). Consistently, both *Ins1* and *Ins2* transcriptions were down-regulated in *Thada*-activated cells (Fig. S3h). These findings collectively demonstrate that THADA impairs insulin production and secretion in β-cells.

### Increased β-cell mass owing to reduced apoptosis in *Thada*-knockout mice

To test whether THADA also affects β-cell mass, we stained against insulin in pancreatic sections from WT and *Thada*-KO mice (Fig. 4a). Notably, both the ratio of β-cell area/pancreatic area and β-cell mass were significantly increased in *Thada*-KO mice (Fig. 4b, c), while overall islet architecture and the ratio of β-cells/α-cells were not perturbed (Fig. S4a, b). In addition, *Thada*-KO didn’t cause any significant difference in the percentage of α-cell area, α-cell mass, or serum glucagon levels (Fig. S4c–e). Ki67 and insulin dual-stainings of the pancreas showed no significant difference in β-cell proliferation (Fig. 4d, e), but we observed a striking reduction in the percentage of the apoptotic Tunel^+^Insulin^+^ cells in *Thada*-KO islets (Fig. 4f, g). Female *Thada*-KO mice showed the same tendency towards increased β-cell mass and less Tunel-positive β-cells as male mice, without change of β-cell proliferation (Fig. S4f–i).

**Fig. 4:**
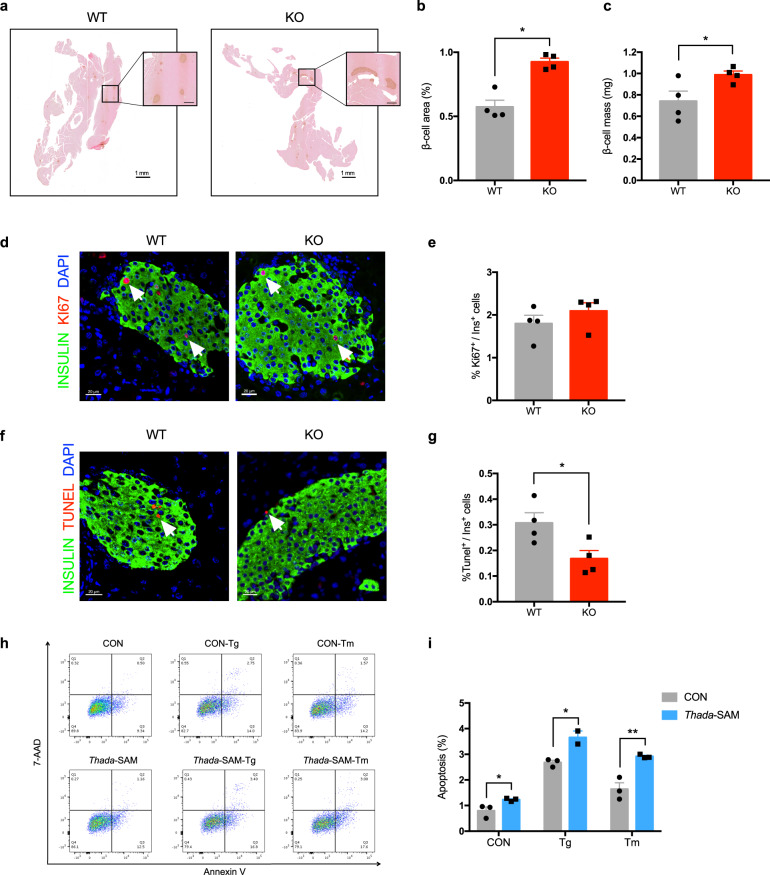
*Thada*-knockout mice have increased β-cell mass owing to reduced apoptosis. **a** Representative immunohistochemistry images of pancreatic sections from WT and *Thada*-KO mice stained for insulin (brown) and eosin (red). Scale bars, 1 mm for whole pancreas and 200 μm for magnified image. **b** Measurements of β-cell area/pancreatic area ratio in WT and *Thada*-KO mice (*n* = 4). **c** Measurements of β-cell mass in WT and *Thada*-KO mice (*n* = 4). **d** Representative immunofluorescence images of islets from WT and *Thada*-KO mice stained for insulin (green), Ki67 (red), and DAPI (blue). Scale bars, 20 μm. Arrowhead points to Ki67^+^Insulin^+^ cells. **e** The proliferation of β-cell was determined by quantification the percentage of Ki67^+^ in Insulin^+^ cells (*n* = 4 mice each group). 3428 ± 600 Insulin^+^ cells were quantified for WT mice and 3328 ± 533 Insulin^+^ cells were quantified for KO mice. **f** Representative immunofluorescence images of islets from WT and *Thada*-KO mice stained for insulin (green), Tunel (red), and DAPI (blue). Scale bars, 20 μm. Arrowhead points to Tunel^+^Insulin^+^ cells. **g** The apoptosis of β-cell was determined by quantification the percentage of Tunel^+^ in Insulin^+^ cells (*n* = 4 mice each group). 4204 ± 871 Insulin^+^ cells were quantified for WT mice and 4568 ± 591 Insulin^+^ cells were quantified for KO mice. **h** Flow cytometry analysis of control and *Thada*-SAM MIN6 beta-cell lines treated with or without 1 μM thapsigargin (Tg) or 1 μg/ml tunicamycin (Tm) for 24 h. Representative dot plots of cell apoptosis were shown after dual staining with Annexin V and 7-AAD. The gating strategy was provided in Fig. S4l. **i** The apoptosis of control and *Thada*-SAM MIN6 beta-cell lines were quantified by the percentage of Annexin V-positive cells (*n* = 4). The animal experiments were performed on male mice at 8-10 weeks of age and female mice data were provided in Figure S4. Data are presented as mean ± SEM. *P < 0.05, **P < 0.01; significance is assessed by two-tailed unpaired Student’s *t* test. Source data are provided as a Source Data file.

To explore the role of THADA on β-cell survival, we performed CCK-8 assay and found dCas9-SAM-mediated *Thada* activation caused a significant reduction in β-cell viability (Fig. S4j). Although cell proliferation was not altered (Fig. S4k), flow cytometry showed significantly increased percentage of apoptotic β-cells after *Thada* activation (Fig. 4h, i). Further, given that the *Drosophila* THADA orthologue was reported to be an ER-resident protein^15^, it was interesting to note that this apoptosis induction was further potentiated upon exposure to thapsigargin (Tg) or tunicamycin (Tm), both were potent ER stress inducers (Figs. 4h, i, and S4l). Collectively, these results establish that beyond its impairment of insulin secretion, THADA can promote apoptosis and thereby induce loss of β-cell mass.

### THADA reduces ER calcium stores in β-cells

To investigate the molecular basis of the phenotypes caused by THADA, we profiled the transcriptome of *Thada*-activated MIN6 beta-cell line and detected the differentially expressed genes compared to control cells (Fig. S5a). 

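MIN6 is a mouse pancreatic β-cell line that was derived from an insulinoma. The SAM system brings transcriptional activators to the promoter of an endogenous gene through a dCas9 and a guide RNA, without cutting the DNA, and the control cells carried dCas9 with a non-targeting sgRNA. RNA from control and *Thada*-activated cells was sequenced in 3 libraries per condition on the BGISEQ-500 platform. The authors deposited an estimated read count for each of 16640 known genes in each library, without normalization, together with FPKM values and their own DESeq2 comparison of the conditions. The paper's text names neither the aligner nor the program that counted the reads. Between 91.1% and 91.9% of the estimated counts in a library were whole numbers, and the others were rounded here. Control replicates 1, 2 and 3 held 17272834, 17166511 and 17689611 counts, and *Thada*-activated replicates 1, 2 and 3 held 17727004, 17385036 and 17224631 counts, so the depth of the conditions differed by little. Values per library are given in CPM (counts scaled to the library size), and a single count corresponded to between 0.0564 and 0.0583 CPM. *Ins2* alone took from 5.65% to 10.2% of the counts of a library. The filter of edgeR kept 12516 genes for testing. These were normalized by TMM and compared between conditions by edgeR's quasi-likelihood test with no other term in the model. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change over 1.5, the thresholds given in the paper's methods. The replicate 3 libraries of both conditions stood apart from the replicate 1 and 2 libraries, and this axis carried 80.1% of the variance between libraries. A fit with the replicate number as a block was therefore reported beside a result wherever it changed a call.

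**Figure D1:**
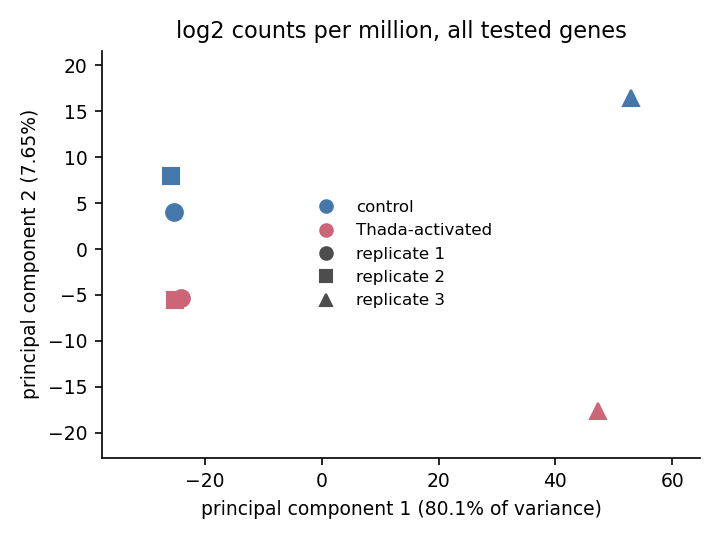
Principal components of log2 CPM over the 12516 tested genes, with each of the 6 libraries as a point coloured by condition and shaped by replicate number. On component 1 (80.1% of the variance) the replicate 3 libraries lie at 52.9 (control) and 47.3 (*Thada*-activated) and the other libraries between -25.8 and -24.2, and on component 2 (7.65%) each control library lies above the *Thada*-activated library of the same number.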

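*Thada*, the gene targeted by the activator, lies on the minus strand of chromosome 17 of GRCm38 from 84190076 to 84466205. It was counted at 28.1, 28.9 and 17.2 CPM in control replicates 1, 2 and 3, and at 57.3, 56.2 and 49.1 CPM in *Thada*-activated replicates 1, 2 and 3. The means were 24.7 ± 6.53 CPM (SD, n = 3) and 54.2 ± 4.43 CPM (SD, n = 3), and no control library reached the level of any *Thada*-activated library (exact permutation test, two-sided, p = 0.1, the smallest p-value that 3 libraries against 3 allow). The log2 fold change was 1.13 (standard error 0.22), with an unadjusted p of 0.00196 and an adjusted p of 1 in edgeR's quasi-likelihood test. It stayed between 0.93 and 1.26 with each library left out in turn. With the replicate number as a block, the estimate was 1.15 (standard error 0.10) and its adjusted p was 0.00041 in the same test. The interval that the authors' table gives for *Thada*, from 84183924 to 84466286, also spans *Zfp36l2*. Whether reads were divided between the overlapping genes is not stated in the paper's text. *Zfp36l2* itself had a log2 fold change of 0.09 (standard error 0.11, adjusted p = 1 in edgeR's quasi-likelihood test).

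**Figure D2:**
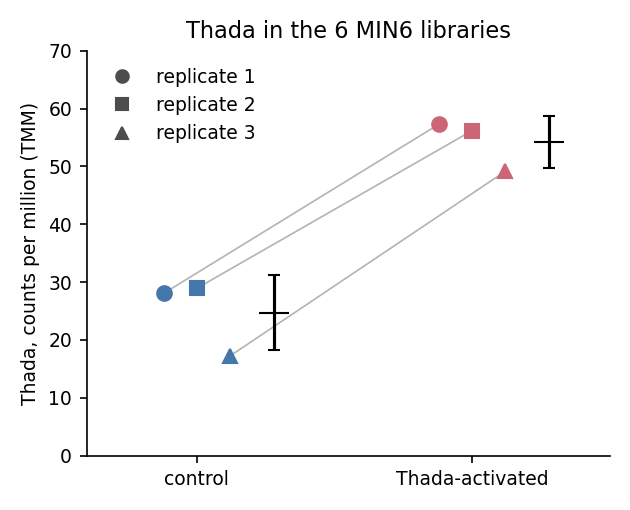
*Thada* expression in CPM (vertical axis) in the 3 control and the 3 *Thada*-activated MIN6 libraries, with grey lines joining libraries of the same replicate number and black bars giving the mean and SD. The *Thada*-activated libraries lie between 49.1 and 57.3 CPM, above the control libraries, which lie between 17.2 and 28.9 CPM.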

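Across the transcriptome, 0 of the 12516 tested genes were called without the block. The unadjusted p was under 0.05 for 101 genes, or 0.807% of those tested, and the lowest adjusted p was 1. For 676 genes (5.40%), all control libraries lay on one side of all *Thada*-activated libraries, where chance alone gives 10%. The spread between libraries of a condition was wide, with a biological coefficient of variation of 0.253 without the block and 0.063 with it. With the block, 1302 genes had an unadjusted p under 0.05 and 19 were called, of which 13 were higher and 6 lower in *Thada*-activated cells. All 19 changed in the same direction in each of the 3 pairs of libraries with the same number. The blocked fit chose them on these same pairs, so this adds no support. The choice that moved the count most, made after the data were seen, was to leave out both replicate 3 libraries in the blocked fit, which gave 70 called genes. DESeq2 without a block called 5 genes, which are named here after their values were seen. *Srl*, *Lad1*, *Frmd8* and *Thada* were higher in *Thada*-activated cells and *Sis* was lower. Their adjusted p-values in DESeq2 were 0.00169, 0.0077, 0.00505, 0.0105 and 0.0105. *Lad1* rose from 2.42 ± 0.446 to 6.37 ± 1.24 CPM (SD, n = 3), and *Srl*, the gene of the sarcoplasmic reticulum protein sarcalumenin, rose from 32.4 ± 2.57 to 49.4 ± 1.22 CPM (SD, n = 3). *Sis* had the lowest level of the 5, with 1.58 ± 0.169 CPM in control and 0.265 ± 0.0858 CPM in *Thada*-activated cells (SD, n = 3). It held only 6, 5 and 3 counts in *Thada*-activated replicates 1, 2 and 3, so the size of its fall is uncertain. In the authors' deposited table, which compares 16595 genes, 6 genes had a q-value under 0.05 and 5 of them a fold change over 1.5, and these were the same 5 genes.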

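Gene sets were tested by pre-ranked GSEA, which asks whether the genes of a set gather at the top or the bottom of a list of all genes ordered by their change. The paper's text does not state how its genes were ranked or which set collection was used. Here the 12516 tested genes were ranked by the signed square root of edgeR's quasi-likelihood F, and the sets were the Gene Ontology (GO) biological processes that the authors' table annotates to each gene. Of 1298 sets, 131 had an unadjusted p under 0.05 and 8 an adjusted p under 0.05. The 4 sets higher in *Thada*-activated cells were mitochondrial respiratory chain complex I assembly (43 genes, normalized enrichment score 2.24, adjusted p = 0.00031 by GSEA with permutation of genes), endocrine pancreas development (32 genes, 2.04, adjusted p = 0.0262), cell-matrix adhesion (44 genes, 1.94, adjusted p = 0.0288) and response to peptide hormone (49 genes, 1.88, adjusted p = 0.0482). The 4 lower sets were Golgi organization, meiotic cell cycle, toxin transport and ER to Golgi vesicle-mediated transport, with normalized enrichment scores from -1.99 to -1.74 and adjusted p-values from 0.0288 to 0.0318 by GSEA. When the 6 libraries were split into other groups of 3, the same test called from 9 to 35 sets. Chance and a difference between the conditions therefore cannot be told apart for these 8 sets. With the replicate block, 30 sets passed, 18 higher and 12 lower, and all 8 sets remained among them. When the labels of the conditions were exchanged within 1 of the 3 replicate numbers, the same blocked test gave 29, 60 and 77 sets. Among alternatives chosen after the data were seen, blocked camera called 6 sets, and blocked fry called 0 with 98 at an unadjusted p under 0.05. Sets on β-cell function among the 30 included regulation of insulin secretion (31 genes, normalized enrichment score 2.08, adjusted p = 0.0048 by the same permutation of genes), glucose homeostasis (111 genes, 1.87, adjusted p = 0.00553) and calcium ion import (21 genes, 2.07, adjusted p = 0.00891), each higher in *Thada*-activated cells, while response to unfolded protein was lower (56 genes, -2.49, adjusted p = 4.39e-06). These calls depended on the ranking and on the test. Without the block, camera with a preset correlation called 1 set, camera with an estimated correlation called 0 with 14 at an unadjusted p under 0.05, and fry called 0 with 35 at an unadjusted p under 0.05. The number of called sets also moved from 1 without *Thada*-activated replicate 3 to 32 without *Thada*-activated replicate 2.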

Further Gene Set Enrichment Analysis (GSEA) revealed alteration of multiple biological processes related to β-cell function^20^ (Fig. S5b). Among these, the “positive regulation of release of sequestered calcium ion into cytosol”, “cytosolic calcium ion concentration involved in phospholipase C-activating G protein-coupled signaling pathway” and “phosphatidylinositol 3-kinase (PI3K) activity” were significantly enriched (Fig. S5c–e).

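The set for positive regulation of release of sequestered calcium ion into cytosol holds 31 listed genes, of which 15 were expressed enough to be tested. Of these, 8 were lower and 7 higher in *Thada*-activated cells, with log2 fold changes from -0.61 to 0.42 and a median of -0.05. Its normalized enrichment score was -0.76, with an unadjusted p of 0.797 and an adjusted p of 0.976 by GSEA over the 1298 sets. The set for positive regulation of cytosolic calcium ion concentration involved in phospholipase C-activating G protein-coupled signaling holds 27 listed genes, and 9 were tested. It had 8 genes lower and 1 higher, a normalized enrichment score of -1.71, an unadjusted p of 0.0132 and an adjusted p of 0.25 by GSEA. *Gna15* was counted at 1.61 ± 0.0241 CPM in control and 1.17 ± 0.188 CPM in *Thada*-activated cells (SD, n = 3), a log2 fold change of -0.45 (standard error 0.25, adjusted p = 1 by edgeR's quasi-likelihood test). The members *F2r*, *Tgm2* and *Gpr4* had log2 fold changes from -0.28 to -0.08, and *Tgm2* and *Gpr4* changed direction when a single library was left out. The set for positive regulation of phosphatidylinositol 3-kinase activity holds 22 listed genes, 15 of them tested and 9 of these lower. Its normalized enrichment score was -0.96 and its adjusted p was 0.933 by GSEA. Regulation of the same activity without a sign scored 1.01 with an adjusted p of 0.911 by GSEA. *Src*, *Ptk2b*, *Epha8*, *Vav2* and *Rac1*, which ranked lowest among the tested genes of the positive PI3K set, had log2 fold changes from -0.30 to -0.05, and each was within its standard error of 0 (adjusted p = 1 by edgeR's quasi-likelihood test). None of the 3 sets passed the threshold in any of the 18 other settings, in which the adjusted p ranged from 0.721 to 1 for the first, from 0.259 to 1 for the second and from 0.646 to 1 for the third.

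**Figure D3:**
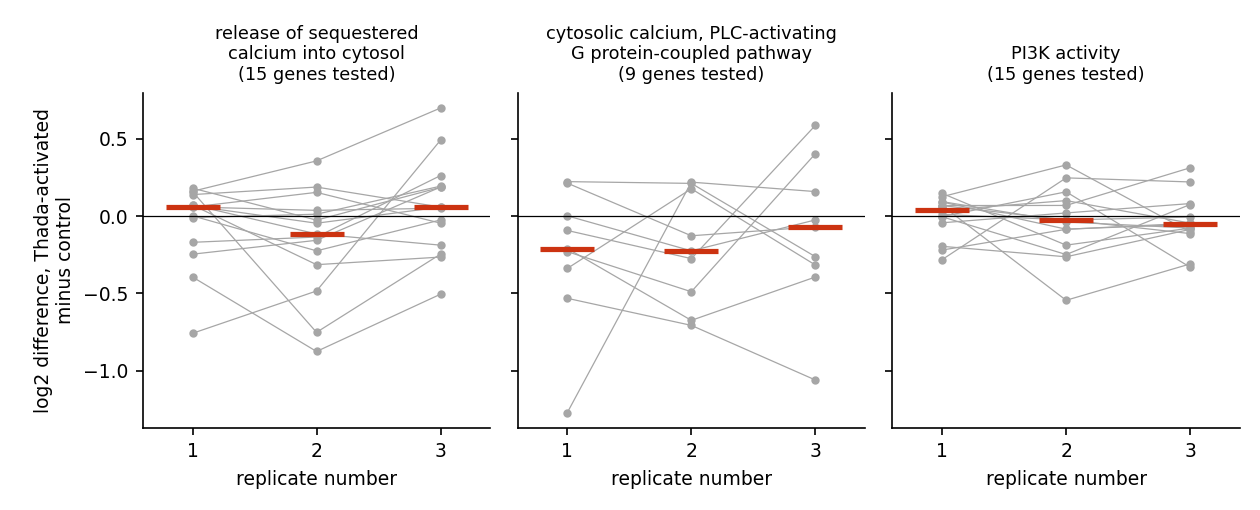
Log2 difference between the *Thada*-activated and the control library of the same replicate number (vertical axis) for each tested gene of the 3 GO sets, with grey lines joining the values of a gene and a red bar at the median of the set. The median of the sequestered calcium set is 0.06, -0.12 and 0.06 in replicates 1, 2 and 3, that of the phospholipase C set -0.21, -0.23 and -0.07, and that of the PI3K set 0.04, -0.03 and -0.05.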

The calcium signaling is essential for β-cell function as elevated cytosolic Ca^2+^ directly triggers the exocytosis of insulin vesicles. We then performed calcium imaging experiments to assess whether THADA affects intracellular Ca^2+^ level ([Ca^2+^]_i_) in MIN6 β-cell line. No difference in the baseline [Ca^2+^]_i_ was observed (Fig. 5a and S5f), but upon stimulation with a 25 mM glucose load, *Thada*-activated cells exhibited a significantly blunted increase in [Ca^2+^]_i_ over control cells (Fig. 5a, b). Similarly, the [Ca^2+^]_i_ increase triggered by KCl was also significantly blunted in *Thada*-activated cells (Fig. 5a, b). Note that these results were consistent with the decreased glucose- and KCl-stimulated insulin secretion after *Thada* activation.

**Fig. 5:**
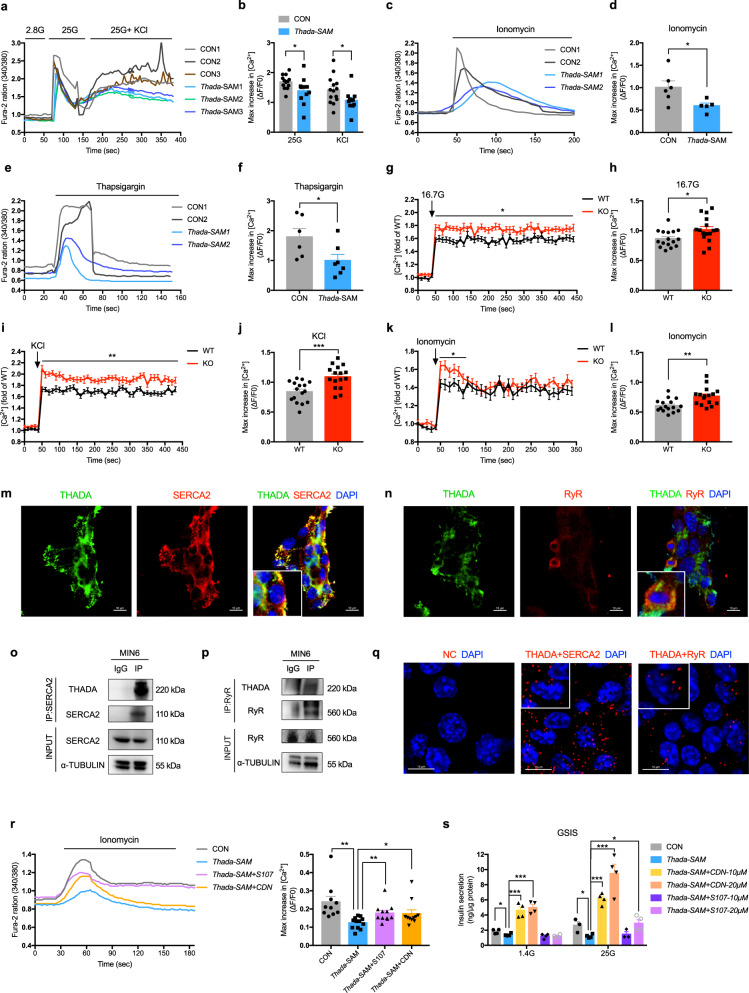
THADA reduces ER calcium stores and impairs insulin secretion through SERCA2 and RyR2 in β-cells. **a** Increases in [Ca^2+^]_i_ from control (CON) and *Thada*-activated (*Thada*-SAM) MIN6 beta-cell lines following stimulation with 2.8 mM glucose (2.8 G), 25 mM glucose (25 G) and 30 mM KCl. Representative results of three replicates from each group are provided. **b** Quantification of the maximum increases in [Ca^2+^]_i_ after 25 mM glucose (*n* = 13 for control and *n* = 11 for *Thada*-SAM) or 30 mM KCl stimulation. (*n* = 14 for control and *n* = 11 for *Thada*-SAM). **c**, **d** Quantification of the maximum increases in [Ca^2+^]_i_ from control (*n* = 6) and *Thada*-SAM β-cells (*n* = 5) after 10 μM ionomycin stimulation. Representative results of two replicates from each group are provided. **e**, **f** Quantification of the maximum increases in [Ca^2+^]_i_ from control (*n* = 6) and *Thada*-SAM β-cells (*n* = 7) after 2 μM thapsigargin stimulation. Representative results of two replicates from each group are provided. **g** [Ca^2+^]_i_ in dispersed islet cells from WT and *Thada*-KO mice at basal 2.8 mM glucose and after stimulation with 16.7 mM glucose (16.7 G) (*n* = 16 from six mice each group). **h** Quantification of the maximum increases in [Ca^2+^]_i_ after 16.7 mM glucose stimulation (*n* = 16 from six mice each group). **i**, **j** Quantification of [Ca^2+^]_i_ in dispersed islet cells from WT and *Thada*-KO mice after stimulation with 35 mM KCl at 2.8 mM glucose (*n* = 16 from six mice each group). **k**, **l** Quantification of [Ca^2+^]_i_ in dispersed islet cells from WT and *Thada*-KO mice after 10 μM ionomycin stimulation (*n* = 16 from six mice each group). **m** Immunofluorescence staining for THADA (green), SERCA2 (red), and DAPI (blue) in MIN6 beta-cell line. Scale bars, 10 μm. **n** Immunofluorescence staining for THADA (green), RyR (red), and DAPI (blue) in MIN6 beta-cell line. Scale bars, 10 μm. **o** MIN6 cells were immunoprecipitated with either a SERCA2 antibody or an IgG negative control, followed by western blot analysis using THADA and SERCA2 antibodies. **p** MIN6 cells were immunoprecipitated with either a RyR antibody or an IgG negative control, followed by western blot analysis using THADA and RyR antibodies. **q** Proximity ligation assay for THADA together with SERCA2 and RyR in MIN6 beta-cell line (NC for negative control). Scale bars, 10 μm. **r** Increases in [Ca^2+^]_i_ from control and *Thada*-activated β-cells pretreated with or without 20 μM S107 or 10 μM CDN1163 (CDN) after 10 μM ionomycin stimulation. Representative results from each group are presented (*n* = 10 for control, *n* = 12 for *Thada*-SAM, *n* = 11 for *Thada*-SAM with S107 and CDN1163). **s** Control and *Thada*-SAM β-cells were pretreated with or without CDN1163 and S107 at the indicated concentration for 24 h, then stimulated with 1.4 mM glucose (1.4 G) or 25 mM glucose for 1 h, and insulin secretion was assayed (*n* = 4, except for control cells at 25 G and *Thada*-SAM cells treated with 10 μM S107 at 25 G were *n* = 3). All western blots and immunostainings (m-q) show representative results from at least three independent experiments. Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001; significance is assessed by two-tailed unpaired Student’s *t* test. Source data are provided as a Source Data file.

The ER is a major organelle for intracellular Ca^2+^ storage^21^. Our GSEA data implicating THADA in the release of sequestered calcium into cytosol (Fig. S5c) led us to evaluate β-cell ER Ca^2+^ levels. 

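Among the 15 tested genes of the sequestered calcium set, *Cx3cl1* changed most. It was counted at 2.9 ± 0.879 CPM in control and 1.9 ± 0.677 CPM in *Thada*-activated cells (SD, n = 3), a log2 fold change of -0.61 (standard error 0.37, adjusted p = 1 by edgeR's quasi-likelihood test), and it was lower in each of the 3 pairs. Among the genes that were lower, *Cxcl10* (-0.31, standard error 0.63), *Gpr39* (-0.29, standard error 0.37) and *Trpc1* (-0.19, standard error 0.32) followed, each with an adjusted p of 1 in the same test, and the estimates for *Cxcl10* and *Trpc1* rose above 0 when control replicate 3 was left out. *Cemip* had the largest rise in the set, with a log2 fold change of 0.42 and an adjusted p of 1, and was picked out after its values were seen. Of the 15 genes, 4 changed in the same direction in all 3 pairs, 0 had an unadjusted p under 0.05 without the replicate block, and with it only *Cx3cl1* did (unadjusted p = 0.0143, adjusted p = 0.341 by edgeR's quasi-likelihood test). The paper states that its GSEA data implicating THADA in the release of sequestered calcium (Fig. S5c) led to its evaluation of ER Ca2+.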

Ionomycin was used to deplete ER Ca^2+^ and thapsigargin was used to block Ca^2+^ re-uptake into the ER. Ionomycin induced a rapid and robust release of ER Ca^2+^ into cytosol in control cells (Fig. 5c). In contrast, *Thada*-activated cells displayed a much slower increase in [Ca^2+^]_i_ (Fig. 5c). Further, the maximal [Ca^2+^]_i_ increase was also reduced upon ionomycin stimulation (Fig. 5d). With thapsigargin, the increase in [Ca^2+^]_i_ was also significantly blunted in *Thada*-activated cells (Fig. 5e, f).

Next, we analyzed Ca^2+^ responses in primary islet cells. Consistent with increased GSIS, primary islet cells from *Thada*-KO mice exhibited significantly higher [Ca^2+^]_i_ in response to 16.7 mM glucose compared with cells from WT mice, without change in basal [Ca^2+^]_i_ (Fig. 5g, h). The increases in [Ca^2+^]_i_ triggered by KCl and ionomycin were also significantly enhanced in *Thada*-KO islet cells (Fig. 5i–l). As Inositol-1,4,5-trisphosphate (IP3)-dependent mobilization of ER Ca^2+^ is activated in response to glucose^22^, we examined IP3-induced Ca^2+^ release under high glucose condition and revealed significant increases in *Thada*-KO islet cells (Fig. S5g). Notably, the maximal increases in cytosolic Ca^2+^ after IP3 stimulation were comparable between WT and KO cells (Fig. S5h), suggesting THADA does not directly alter the activity of IP3 receptor (IP3R). We further used a CRISPR/Cas9 technique to generate *Thada*-KO MIN6 β-cell lines (Fig. S5i) and evaluated the ER Ca^2+^ levels of these cells. Compared to wild-type control cells, *Thada*-KO β-cells displayed significantly stronger increases in [Ca^2+^]_i_ upon both ionomycin and thapsigargin stimulations (Fig. S5j-m). These findings collectively support that THADA functions to reduce ER calcium stores in β-cells.

### THADA impairs insulin secretion through SERCA2 and RyR2

Ca^2+^ are sequestered within the ER through the activity of SERCA (Sarco/Endoplasmic Reticulum Ca^2+^-ATPases) and are released into cytosol following activation of IP3Rs and ryanodine receptors (RyRs)^23^, with RyR2 being the predominant form in β-cells (Fig. S6a). Guided by our results showing that THADA regulates ER Ca^2+^ stores, we hypothesized THADA’s effect may be mediated through these Ca^2+^ pump and/or channels residing in ER membrane. SERCA2 has been identified as the predominant isoform of ER Ca^2+^ pump in β-cells^24^. Immunofluorescence analyses of MIN6 β-cell lines revealed co-localization of THADA with SERCA2 and of THADA with RyR (Figs. 5m, n, S6b, c), while barely no co-localization signals of THADA with mitochondrial markers were detected (Fig. S6d, e). We also subjected MIN6 cell lysates to immunoprecipitaion (IP) with either an anti-SERCA2 antibody or an IgG negative control, and then probed the immunoprecipitated proteins with an anti-THADA antibody. Using this approach, we detected THADA protein as a ~220 kDa species among the immunoprecipitates (Fig. 5o). In similar experiments using an anti-RyR antibody, the immunoprecipitates also yielded a detectable THADA protein band (Fig. 5p). The physical interactions were further confirmed by proximity-ligation assays, which revealed that THADA exhibited proximity to SERCA2 and RyR in MIN6 beta-cell line (Fig. 5q). No altered phosphorylation of IP3R was observed after *Thada* activation, nor did any detectable binding of IP3R with THADA in MIN6 beta-cell line (Fig. S6f, g), indicating THADA has no direct impact on IP3R activity.

Previous work has shown that stress- or genetic mutation-induced dissociation of calstabin2 from RyR2, which stabilizes the closed state of the channel, results in ER Ca^2+^ depletion due to leaky RyR2 channel^25,26^. A small molecule drug, S107, could stabilize RyR2 and prevent ER Ca^2+^ leak^27^. Strikingly, treatment of *Thada*-activated β-cells with S107 restored the decreased ER Ca^2+^ level in these cells (Fig. 5r). The maximal [Ca^2+^]_i_ increase upon ionomycin stimulation in *Thada*-activated β-cells was also significantly increased by S107 (Fig. 5r). These results support that THADA’s interaction with RyR2 could cause the leakage of ER Ca^2+^. We then tested a known allosteric activator of the Ca^2+^ pump SERCA2—CDN1163^28^. Our finding that CDN1163 treatment significantly increased ER Ca^2+^ stores in *Thada*-activated β-cells (Fig. 5r) suggest that THADA inhibits Ca^2+^ re-uptake through SERCA2.

We then examined whether restoring the ER Ca^2+^ levels through SERCA2 and RyR2 could rescue THADA-induced β-cell functional deficit. Activation of SERCA2 by CDN1163 treatment dose-dependently enhanced GSIS in *Thada*-activated β-cells (Fig. 5s). Treatment with the RyR2 stabilizer S107 also restored THADA-decreased GSIS (Fig. 5s). Upon depolarizing KCl stimulation, S107 treatment also rescued THADA-decreased insulin secretion to control levels (Fig. S6h). Taken together, these results suggest that THADA reduces ER Ca^2+^ stores in β-cells by interacting with SERCA2 and RyR2, thus leading to impaired insulin secretion.

### THADA aggravates ER stress-induced apoptosis by activating DR5/FADD/caspase-8 in β-cells

As increased β-cell apoptosis was observed after *Thada* activation, we further explored the underlying mechanisms. ER Ca^2+^ depletion can result in ER stress and β-cell apoptosis^29^, so we initially checked whether restoring the ER Ca^2+^ levels may rescue THADA-induced apoptosis. *Thada* activation significantly potentiated Tg-increased caspase-3/7 activity; however, increasing the ER Ca^2+^ store based on CDN1163 treatment only partially suppressed caspase-3/7 activation (Fig. 6a), suggesting an alternative mechanism for THADA-induced apoptotic phenotype apart from the ER Ca^2+^ signaling. Persistent ER stress and the ensuing unfolded protein response (UPR) trigger apoptosis through the PERK-ATF4-CHOP axis^30^. Immunoblotting of ATF4 and CHOP levels in response to nutritional and ER stress-inducing agents showed that 24 h treatment of β-cells with palmitate, thapsigargin and tunicamycin induced robust increases in ATF4 and CHOP expression, indicative of activated UPR (Fig. 6b). However, we detected no differences in the levels of these two proteins between control and *Thada*-activated cells (Fig. 6b and S7a).

**Fig. 6:**
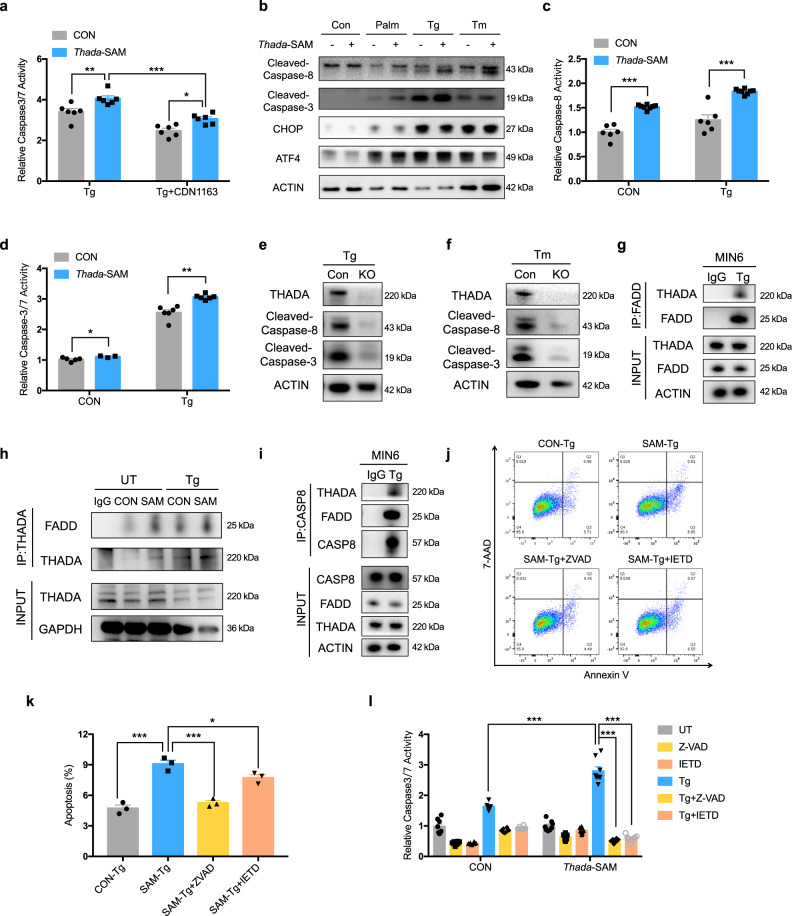
THADA aggravates ER stress-induced apoptosis by activating DR5/FADD/caspase-8 in β-cells. **a** The caspase-3/7 activities of control and *Thada*-SAM β-cells were assayed after treatment with 1 μM thapsigargin (Tg) in the presence or absence of 10 μM CDN1163 for 24 h (*n* = 6). **b** Control and *Thada*-SAM β-cells were treated with or without 0.5 mM palmitate (Palm), 1 μM thapsigargin or 1 μg/ml tunicamycin (Tm) for 24 h, then cleaved caspase-8, cleaved caspase-3, CHOP and ATF4 protein levels were determined. **c** The caspase-8 activities of control (*n* = 6) and *Thada*-SAM (*n* = 8) β-cells were assayed after treatment with or without 1 μM Tg for 24 h. **d** The caspase-3/7 activities of control and *Thada*-SAM β-cells were assayed after treatment with vehicle (*n* = 5 for control and *n* = 3 for *Thada*-SAM) or 1 μM Tg (*n* = 6) for 24 h. **e**, **f** Control and *Thada*-KO MIN6 beta-cell lines were treated with 1 μM Tg (**e**) or 1 μg/ml Tm (**f**) for 24 h, then cleaved caspase-8 and cleaved caspase-3 protein levels were determined. **g** MIN6 beta-cell lines were treated with 1 μM Tg for 24 h, then immunoprecipitated with either an IgG control or a FADD antibody, followed by western blot analysis with a THADA antibody. **h** Control and *Thada*-SAM cells were untreated (UT) or treated with 1 μM Tg for 24 h, then immunoprecipitated with either an IgG control or a THADA antibody, followed by western blot analysis with a FADD antibody. (**i**) MIN6 beta-cell lines were treated with 1 μM Tg for 24 h, then immunoprecipitated with either an IgG control or a caspase-8 antibody, followed by western blot analysis with THADA and FADD antibodies. **j** Flow cytometry analysis of control and *Thada*-SAM β-cells treated with 1 μM Tg in the presence or absence of 20 μM Z-VAD or 20 μM Z-IETD for 24 h. Representative dot plots of cell apoptosis were shown after dual staining with Annexin V and 7-AAD. **k** The apoptosis of control and *Thada*-SAM β-cells were quantified by the percentage of Annexin V-positive cells (*n* = 3). **l** The caspase-3/7 activities of control and *Thada*-SAM β-cells were assayed after treatment with or without 1 μM Tg in the presence or absence of 20 μM Z-VAD or 20 μM Z-IETD for 24 h (*n* = 8 biologically independent samples). All western blots show representative results from at least three independent experiments. Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001; significance is assessed by two-way ANOVA followed by Tukey’s multiple comparison test (**a**, **l**), two-tailed unpaired Student’s *t* test (**c**, **d**), or one-way ANOVA followed by Dunnett’s multiple test (**k**). Source data are provided as a Source Data file.

Persistent ER stress activates death receptor 5 (DR5) and then triggers apoptosis via caspase-8, the initiator caspase downstream of the death receptor pathway^31^. Interestingly, we detected significantly increased cleavage of caspase-8 and caspase-3 after *Thada* activation in response to various ER stress inducers (Fig. 6b and S7a). Additionally, *Thada* activation significantly increased both caspase-8 and caspase-3/7 activities, which were further enhanced upon Tg-induced ER stress (Fig. 6c, d). In contrast, ablation of *Thada* significantly suppressed Tg-induced apoptosis (Fig. S7b, c). THADA depletion also strongly inhibited the activities of both caspase-8 and caspase-3 under Tg- and Tm-induced ER stress conditions (Fig. 6e, f), suggesting that THADA aggravates caspase-8-initiated apoptosis.

As caspase-8 activation is controlled by DR5 under persistent ER stress^31^, we then tested whether THADA may promote caspase-8 activity via DR5. The DR5 protein was present in an anti-THADA immunoprecipitate upon Tg-induced ER stress in HeLa cells (Fig. S7d); conversely, THADA was present in an anti-DR5 immunoprecipitate from similarly stressed cells (Fig. S7e). DR5 activates caspase-8 via the “adaptor” protein Fas-associated death domain (FADD)^32^. Co-IP showed an interaction of THADA with FADD under persistent ER stress (Fig. S7f, g) and immunofluorescence showed co-localization of THADA with DR5 and with FADD (Fig. S7h).

We also tested the THADA-FADD interaction in MIN6 beta-cell line (Fig. 6g) and found that under ER stress conditions the THADA-FADD interaction was stronger in *Thada*-activated β-cells than in control cells (Fig. 6g, h). Moreover, co-IP of β-cells under Tg-induced ER stress revealed interaction between THADA and caspase-8 apoptotic complexes (Fig. 6i). To confirm a contribution from capase-8 in THADA-induced apoptosis, we treated *Thada*-activated β-cells with the pan-caspase inhibitor Z-VAD or the caspase-8 inhibitor Z-IETD. Both inhibitors significantly blocked THADA-aggravated apoptosis upon Tg-induced ER stress (Fig. 6j, k) and led to significantly decreased caspase-3/7 activities (Fig. 6l). Taken together, these results demonstrate that THADA aggravates ER stress-induced apoptosis by interacting and activating the pro-apoptotic complex of DR5/FADD/caspase-8 in β-cells.

We next explored whether *Thada* expression was controlled by ER stress. We detected up-regulated *Thada* transcription induced by diverse ER stressors in mouse islets (Fig. S7i). The protein level was also increased in MIN6 beta-cell line under these conditions (Fig. S7j). Persistent ER stress activates UPR, being evident by time-dependently increased *Atf4* and *Chop* transcriptions (Fig. S7k). In parallel, THADA expression was also activated by prolonged ER stressor treatment (Fig. S7k, l). Moreover, small interfering RNA (siRNA) knockdown of *Atf4* and *Chop* significantly blocked Tg-induced *Thada* transcription (Fig. S7m). These findings support that persistent ER stress activates THADA expression via the UPR mediator ATF4 and CHOP.

### *Thada* knockout protects mice from HFHS diet-induced glucose intolerance by improving β-cell function and suppressing β-cell apoptosis

Chronic nutrient overload is a main driver for T2DM. Recalling our finding that loss of THADA led to improved glucose homeostasis in mice (Fig. 2), we hypothesized that THADA deficiency might protect mice from diet-induced hyperglycemia. Pursuing this, we fed WT and *Thada*-KO mice a high-fat high-sucrose (HFHS) diet for 12 weeks. There were no differences in the body weights or fasting blood glucose levels of the two genotypes (Fig. 7a, b). The HFHS diet-induced elevated fed blood glucose levels in WT mice, reaching an average of 12.2 mM after feeding for 12 weeks (Fig. 7c). In contrast, *Thada*-KO mice exhibited significantly lower fed blood glucose than their WT littermates (Fig. 7c). Though fed insulin only showed a trend towards increase (Fig. 7d), *Thada*-KO mice displayed significantly improved glucose tolerance compared to their WT littermates after HFHS feeding for 12 weeks (Fig. 7e, f), without change in insulin sensitivity (Fig. 7g, h). *Thada*-KO also substantially protected female mice from HFHS diet-induced hyperglycemia and glucose intolerance (Fig. S8a–h).

**Fig. 7:**
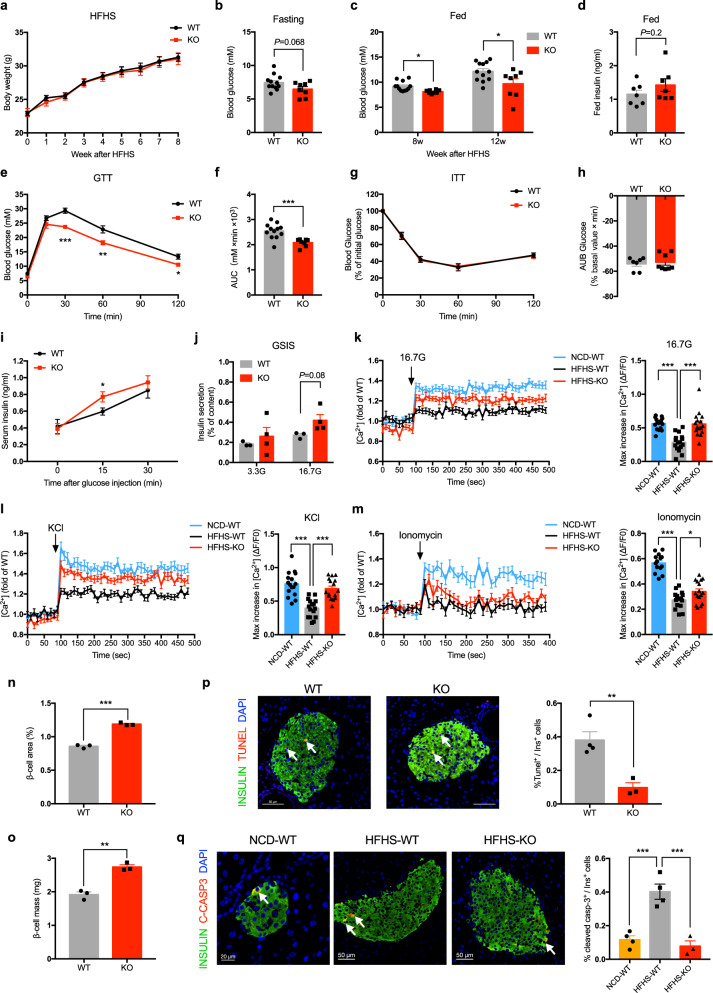
*Thada* knockout protects mice from HFHS diet-induced glucose intolerance by improving β-cell function and suppressing β-cell apoptosis. **a** Body weights of WT (*n* = 12) and *Thada*-KO mice (*n* = 8) after HFHS diet for the indicated weeks. **b** Blood glucose levels of HFHS-fed WT (*n* = 12) and *Thada*-KO mice that were fasted overnight (*n* = 8). **c** Fed blood glucose levels of WT (*n* = 12) and *Thada*-KO mice (*n* = 8) after HFHS diet for 8 and 12 weeks. **d** Fed serum insulin levels of HFHS-fed WT and *Thada*-KO mice (*n* = 7). **e**, **f** IPGTT and area under the curve of HFHS-fed WT (*n* = 12) and *Thada*-KO mice (*n* = 8). **g**, **h** ITT and area under baseline of HFHS-fed WT (*n* = 7) and *Thada*-KO mice (*n* = 8). **i** Serum insulin levels at 0, 15, and 30 min after intraperitoneal glucose injection in HFHS-fed WT and *Thada*-KO mice (*n* = 8 for 0 min, *n* = 12 for 15 and 30 min). **j** Islets isolated from HFHS-fed WT (*n* = 3) and *Thada*-KO mice (*n* = 4) were stimulated with 3.3 and 16.7 mM glucose for 1 h, and insulin secretion was assayed. **k** Quantification of [Ca^2+^]_i_ in primary islet cells from NCD-fed WT, HFHS-fed WT and HFHS-fed *Thada*-KO mice at basal 2.8 mM glucose and after stimulation with 16.7 mM glucose (*n* = 16 from five mice each group). **l** Quantification of [Ca^2+^]_i_ in primary islet cells from NCD-fed WT, HFHS-fed WT and HFHS-fed *Thada*-KO mice at basal 2.8 mM glucose and after stimulation with 35 mM KCl (*n* = 16 from five mice each group). **m** Quantification of [Ca^2+^]_i_ in primary islet cells from NCD-fed WT, HFHS-fed WT and HFHS-fed *Thada*-KO at basal 5.6 mM glucose and after 10 μM ionomycin stimulation (*n* = 14 for NCD-WT, *n* = 15 for HFHS-WT, *n* = 16 for HFHS-KO from five mice each group). **n** Measurements of β-cell area/pancreatic area ratio in HFHS-fed WT and *Thada*-KO mice (*n* = 3). **o** Measurements of β-cell mass in HFHS-fed WT and *Thada*-KO mice (*n* = 3). **p** Representative images of islets from HFHS-fed WT and *Thada*-KO mice stained for insulin (green), Tunel (red), and DAPI (blue). Scale bars, 50 μm. Arrowhead points to Tunel^+^Insulin^+^ cells. The percentage of Tunel^+^ in Insulin^+^ cells was quantified (*n* = 4 mice). At least 3000 Insulin^+^ cells in each mouse were counted for quantification. **q** Representative images of islets from NCD-fed WT, HFHS-fed WT, and HFHS-fed *Thada*-KO mice stained for insulin (green), cleaved caspase-3 (red), and DAPI (blue). Scale bar was 20 or 50 μm as indicated. Arrowhead points to cleaved caspase-3^+^Insulin^+^ cells. The percentage of cleaved caspase-3^+^ in Insulin^+^ cells was quantified (*n* = 4 mice for NCD-WT and HFHS-WT, *n* = 3 mice for HFHS-KO). At least 2500 Insulin^+^ cells in each mouse were counted for quantification. The experiments were performed on male mice after HFHS diet for 12 weeks unless otherwise indicated and female mice data were provided in Fig. S8. Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001; significance is assessed by two-tailed unpaired Student’s *t* test (a–**j**, **n**–**p**) or one-way ANOVA followed by Dunnett’s multiple comparison test (**k**, **l**, **m**, **q**). Source data are provided as a Source Data file.

Further experiments showed that HFHS-fed *Thada*-KO mice had significantly higher serum insulin releases post glucose challenge compared to HFHS-fed WT mice (Fig. 7i and S8i), helping to explain the improved glucose tolerance observed in these mice. As a direct measure of β-cell function, GSIS was assessed with isolated islets: under high glucose stimulation at 16.7 mM, islets from HFHS-fed *Thada*-KO mice secreted more insulin than islets from WT mice (Fig. 7j). In line with this, assessment of Ca^2+^ responses revealed that islet cells from HFHS-fed *Thada*-KO mice exhibited significantly higher [Ca^2+^]_i_ in response to 16.7 mM glucose and 35 mM KCl compared with cells from WT mice (Fig. 7k, l). The maximal [Ca^2+^]_i_ increase was also significantly enhanced upon ionomycin stimulation in *Thada*-KO islet cells (Fig. 7m). These data collectively support that ablation of *Thada* improved β-cell function by preserving ER Ca^2+^ stores under HFHS diet.

*Thada*-KO mice displayed significant increases in the ratio of β-cell area/pancreatic area (Fig. 7n), and their β-cell mass was significantly increased (Fig. 7o). We also detected markedly reduced β-cell apoptosis in these *Thada*-KO mice (Fig. 7p). Further, HFHS diet-induced β-cell caspase-3 activation was blocked by *Thada* KO (Fig. 7q), along with reduced cleaved caspase-8-positive β-cells and caspase-8 activity in *Thada*-KO islets (Fig. S8j–l), indicating *Thada* depletion suppressed HFHS diet-induced β-cell apoptosis via caspase-8.

To test the direct therapeutic effect of THADA on rescuing β-cells, we isolated islets from long-term HFHS diet-fed mice and infected them with lentivirus encoding Cas9-control or Cas9-sgRNA targeting *Thada*. We found that ablation of *Thada* significantly restored the impaired insulin secretion in islets from HFHS-fed mice (Fig. S8m). Whereas islets from HFHS-fed mice showed increased caspase-8 and caspase-3 cleavage, this was dramatically reduced by *Thada* knockout (Fig. S8n). Thus, THADA deficiency confers therapeutic benefits by improving β-cell function and suppressing β-cell apoptosis.

### *Thada* knockout protects mice from HFD/STZ-induced hyperglycemia and β-cell loss

We induced high-fat diet (HFD)/STZ T2DM mouse model^33^ to further investigate the impacts of *Thada* knockout on glycemic control. *Thada*-KO and WT littermate control mice were fed a HFD and then injected with a single dose of STZ (Fig. S9a). No difference in body weight was observed between model animals of these two genotypes (Fig. S9b). By day 14 after the STZ injection, WT mice had developed severe hyperglycemia, whereas *Thada*-KO mice displayed lower 6-h fasting blood glucose levels (Fig. S9c). *Thada*-KO mice also showed significantly decreased fed blood glucose levels compared with WT mice (Fig. S9d), and their serum insulin levels were elevated (Fig. S9e). As expected, *Thada* knockout significantly improved the glucose tolerance in mice (Fig. S9f, g). Female HFD/STZ *Thada*-KO mice exhibited similar phenotypes as male mice, showing markedly decreased hyperglycemia and improved glucose tolerance compared with WT littermates (Fig. S9h–l).

We also examined whether *Thada* knockout protects against β-cell loss after HFD/STZ induction. Indeed, the HFD/STZ *Thada*-KO mice displayed a 1.46-fold increase in the ratio of β-cell area/pancreatic area over the WT mice (Fig. S9m). The β-cell mass of *Thada*-KO mice was also 1.6-fold higher than the WT mice (Fig. S9n). Tunel staining to assess apoptosis revealed a 35% reduction in Tunel-positive β-cells in *Thada*-KO mice compared with WT littermates (Fig. S9o). We also detected an obvious reduction in cleaved caspase-8-positive β-cells in *Thada*-KO mice (Fig. S9p). Collectively, these results provide additional support for the idea that suppressing β-cell apoptosis and preserving β-cell mass by disrupting THADA function can afford significant improvements in glycemic control and protect against development of T2DM.

### A high-content screen identifies alnustone that can reverse THADA-induced β-cell dysfunction and ameliorate hyperglycemia in obese mice

To identify potential therapeutic drug candidates for T2DM, we developed a high-content screening assay targeting THADA’s function in reducing [Ca^2+^]_i_. *Thada*-activated β-cells were treated with a compound library containing FDA-approved drugs as well as traditional Chinese medicine monomers for 24 h. After loading with fluo-4 Ca^2+^ indicator, these cells were further stimulated with 25 mM glucose and imaged for fluorescence. Then glucose-stimulated [Ca^2+^]_i_ was quantified (Fig. 8a). From 320 compounds, six compounds that increased the *Z* score to >2.5 were defined as primary hits (Fig. 8b), which were further validated by dose-response and effects on insulin secretion. After confirmation, two compounds, proanthocyanidin and alnustone, were identified to have the most striking effects (Fig. S10a).

**Fig. 8:**
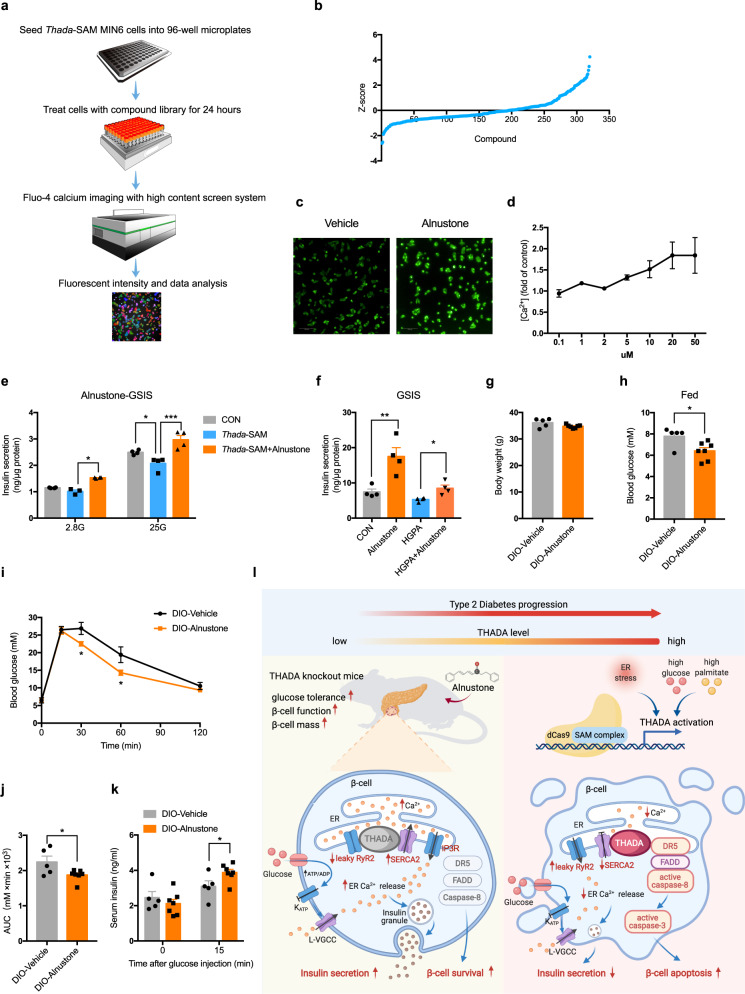
A high-content screen identifies alnustone that can reverse THADA-induced β-cell dysfunction and ameliorate hyperglycemia in obese mice. **a** A high-content screening workflow to identify compounds that can reverse THADA-reduced [Ca^2+^]_i_. **b** Primary screen data. Glucose-stimulated [Ca^2+^]_I_ was normalized to *Z* score. **c** Representative images of glucose-stimulated fluo-4 Ca^2+^ fluorescence after treatment with vehicle or alnustone for 24 h. Scale bar, 100 μm. **d** Dose curve of alnustone on the glucose-stimulated [Ca^2+^]_i_ (*n* = 3 biologically independent experiments). **e** GSIS of *Thada*-SAM β-cells treated with or without 10 μM alnustone for 24 h (*n* = 4 biologically independent experiments). **f** MIN6 beta-cell lines were treated with or without 33 mM glucose and 0.5 mM palmitate (HGPA) in the presence or absence of 10 μM alnustone for 24 h. Then GSIS was assayed (*n* = 4 biologically independent experiments). **g**–**k** DIO male mice were injected with vehicle or 10 mg/kg alnustone for 5–7 days, then body weights (**g**), fed blood glucose levels (**h**), IPGTT and the related AUC (**i**, **j**) as well as serum insulin levels at 0 and 15 min after intraperitoneal glucose injection (**k**) were measured (*n* = 5 for vehicle and *n* = 7 for alnustone). **l** Model depicting the role of THADA in the pathogenesis of T2DM: THADA expression is induced by glucolipotoxicity in β-cells during T2DM progression, which leads to ER Ca^2+^ depletion due to inhibited SERCA2 activity and leaky RyR2 Ca^2+^ channel, and activation of the DR5/FADD/caspase-8 pro-apoptotic complex, consequently resulting in impaired insulin secretion and aggravated ER stress-induced β-cell apoptosis. Genetic ablation or inhibition of THADA by alnustone improves glucose tolerance in mice by promoting β-cell function and survival. Image was created with BioRender.com. K_ATP_: ATP-sensitive K^+^ channel; L-VGCC: L-type voltage-gated Ca^2+^ channel; ER: endoplasmic reticulum; SAM: synergistic activation mediator. Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001; significance is assessed by two-way ANOVA followed by Tukey’s multiple comparison test (**e**) or two-tailed unpaired Student’s *t* test (**f**–**k**). Source data are provided as a Source Data file.

Proanthocyanidins are widely present in dietary fruits and foods, known for their strong antioxidant properties and beneficial effects on pancreatic β-cell function^34^. We found that this compound increased glucose-stimulated [Ca^2+^]_i_ in a dose-dependent manner in *Thada*-activated cells (Fig. S10b, c). Importantly, it significantly reversed THADA- as well as high glucose and palmitate-impaired insulin secretion (Fig. S10d, e), confirming the potency of this screening strategy to identify potential therapeutic candidates by targeting THADA.

Alnustone is a natural compound found within extracts of *Alpinia katsumadai* Hayata. Although it was reported to exhibit anti-inflammatory activity^35^, we are unaware of any reports that alnustone modulates insulin secretion or glucose homeostasis. Here we revealed that alnustone could dose-dependently increase glucose-stimulated [Ca^2+^]_i_ in *Thada*-activated cells (Fig. 8c, d). It significantly potentiated GSIS and completely reversed THADA- as well as high glucose and palmitate-impaired insulin secretion in β-cells (Fig. 8e, f). Alnustone treatment also suppressed Tg-induced caspase-8 and caspase-3/7 activations (Fig. S10f, g). Moreover, systemic alnustone administration to HFD-induced obese (DIO) mice significantly decreased fed blood glucose and improved glucose tolerance, without adverse effect on body weight (Fig. 8g–j). This was concomitant with significantly increased serum insulin release after glucose challenge (Fig. 8k), without change in insulin sensitivity (Fig. S10, i). Alnustone also exhibited effective anti-hyperglycemic effect in DIO female mice (Fig. S10j–m). Together, these results support that alnustone is a promising lead compound in the pursuit of a pharmacological approach for the treatment of T2DM.

## Discussion

In the present study, we proposed a working model to delineate how THADA modulates β-cell function and mass to participate in the pathogenesis of T2DM (Fig. 8m). Chronically elevated glucolipotoxicity drives gradual increases in islet THADA expression. In prediabetic phase, THADA activation decreases ER Ca^2+^ stores through SERCA2 and RyR2, thereby impairing the insulin secretory function of β-cells. Uncontrolled hyperglycemia can then exacerbate β-cell ER stress, under which condition THADA aggravates ER stress-induced apoptosis through the pro-apoptotic complex of DR5/FADD/caspase-8. This culminates in the loss of β-cell mass and causes severe hyperglycemia. Interfering in this THADA-mediated β-cell failure process could protect against the development of T2DM.

A surprising finding from our study was that ablation of THADA is beneficial for whole-body glycemic control, which resonates with the previously reported observation that a T2DM-associated *THADA* variant is correlated with random blood glucose levels^36^. Of note, *THADA* risk variants for PCOS—a female reproductive disorder that is accompanied by insulin resistance in 44%-70% of cases^37^—have also been linked to fasting blood glucose and metabolic syndrome^38,39^. Given that women with PCOS have a substantially increased incidence of T2DM^40^, our findings suggest that aberrant THADA function may underlie the shared pathophysiology of glucose metabolic disturbance for T2DM and PCOS.

Our results also support that the beneficial effect of THADA deficiency on glucose homeostasis results from an enhancement of β-cell function and preservation of β-cell mass. Thomsen et al. reported that siRNA-mediated silencing of *THADA* in a human β-cell line resulted in elevated insulin secretion, both under basal glucose and in response to IBMX and tolbutamide^41^. Those in vitro results are in agreement with our in vivo finding that THADA deficiency improves β-cell function. Islet has been proposed to be the primary tissue that contributes to T2DM-associated genetic signal of *THADA*, with fewer contributions from liver, adipose and muscle^42^. Supporting this, beta-cell-specific *Thada*-KO mice phenocopies the global knockout mice (although Cre-containing mice would be better controls in the conditional knockout study). In addition, we did not observe altered body weights or insulin sensitivity in global *Thada*-KO mice. The discrepancy between our results and the obese phenotype of *THADA*-KO *Drosophila*^15^ could be due to more complex and orchestrated metabolic regulation in mammals. Therefore the mild thermogenic phenotype caused by *Thada* deletion might be compensated in mice. Overall, our work strongly supports THADA as a crucial determinant for pancreatic β-cells to control systemic glucose homeostasis.

The ER serves as the largest intracellular Ca^2+^ pool, which is tightly controlled by the Ca^2+^ pump SERCA2 as well as by Ca^2+^ channels including IP3R and RyRs^43^. Our data reveals that THADA interacting with SERCA2 and RyR2 prevents ER Ca^2+^ re-uptake and causes leaky RyR2 channel, whereas THADA deficiency increases ER Ca^2+^ levels. Following glucose metabolism in β-cell, the ATP-sensitive K_ATP_ channels are closed and L-type voltage-gated Ca^2+^ channels in the plasma membrane are opened. The ensuing extracellular Ca^2+^ influx into cytosol activates phospholipase C and then generates IP3, which further induces Ca^2+^ release from the ER through activating IP3R^22,44^. Cytosolic Ca^2+^ also stimulates RyRs and leads to “Ca^2+^-induced Ca^2+^ release”^45^. We found *Thada*-KO β-cells exhibited significantly elevated IP3-induced Ca^2+^ releases, supporting for the increased ER Ca^2+^ stores. This ultimate rise in cytosolic Ca^2+^ drives more insulin release in *Thada*-KO β-cells. To be noted, GWAS has revealed an association between *RYR2* and T2DM^46^. Reduced islet SERCA2 expression was also detected in several T2DM models^24^. *Ryr2* mutation mice displayed decreased insulin release and impaired glucose homeostasis due to the leakage of Ca^2+^ from ER^27^ (despite the low abundance of RyRs in beta-cells). Similarly, mice with global *Serca2* heterozygosity exhibit hyperglycemia in response to HFD owing to impaired insulin biosynthesis and secretion, but have normal adiposity and insulin sensitivity^47^. The β-cell functional deficits in these mice with depleted ER Ca^2+^ stores are consistent with the effects of *Thada* activation. As insulin gene transcription was inhibited by *Thada* activation, the impaired insulin biogenesis could account for the aberrant density and size of insulin vesicles. Downstream signals in insulin and calcium pathways may also contribute to the alteration of insulin vesicles. Apart from these, it’s also possible that THADA could interact with and impact other molecules that are involved in insulin vesicle formation or the exocytosis machinery, although the underlying molecular mechanisms will need to be further investigated in the future.

In addition to storing Ca^2+^, ER is a main site for the quality control of secretory proteins. Dysregulation of this quality control processes triggers ER stress and activates UPR. In the face of manageable ER stress, adaptive UPR increases the functional capacity of ER to make sure that secretory client proteins, such as proinsulin, become properly folded. However, if irremediable ER stress persists, the “double-edged” UPR ultimately commits cells to apoptosis^48^, leading to β-cell loss in T2DM. Intriguingly, we found THADA expression was induced in β-cells when ER stress persists, indicating it is involved in the pro-apoptotic pathway instead of the compensatory UPR. UPR signals converge on DR5 and induce the formation of caspase-8-activating complex (comprising caspase-8, DR5 and the caspase-8 adaptor FADD) to drive ER stress-induced apoptosis^31,49^. Misfolding of insulin has also been shown to induce cell apoptosis in a DR5-dependent manner^50^. We revealed that THADA-induced apoptosis was aggravated through DR5/FADD/caspase-8 signaling upon exposure of β-cells to chronic ER stress. Our data further this concept by experimentally confirming that THADA aggravates caspase-8-initiated apoptosis in response to ER stress by interacting with the caspase-8-activating complex. Thus, our results indicate that THADA regulates the life-vs-death decisions of β-cells upon chronic ER stress.

Patients with T2DM are characterized by elevated glucose and free fatty acid levels in circulation. This glucolipotoxic condition is known to contribute to impaired β-cell function and ultimately drive β-cell failure^51^. Interestingly, blood-based analyses of T2DM patients revealed elevated *THADA* transcription^52^, consistent with our observation that THADA was up-regulated in islets of T2DM patients as well as *db/db* mice and HFHS-fed mice (when they had developed overt diabetes). By exploiting a high-content screen targeting THADA’s function in reducing [Ca^2+^]_i_, we further identified a natural compound, alnustone, capable of improving β-cell function and alleviating hyperglycemia in DIO mice. Verification of this anti-diabetic effect of alnustone paves way for developing an effective strategy targeting THADA for T2DM therapies.

In summary, the present study shed light onto the pathophysiological role of THADA in T2DM by controlling both β-cell function and apoptosis. Our results provide insights and scientific basis to support that inhibiting THADA expression and/or activity could be a promising intervention strategy for the prevention and treatment of T2DM.

## Methods

### Generation of global and β-cell-specific *Thada* knockout mice

Global *Thada*-knockout mice were generated using a CRISPR/Cas9-mediated genome editing system from Cyagen Biosciences (Guangzhou, China). 

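Mouse *Thada* has 7 annotated transcripts in GENCODE M21, and the only protein-coding one has 38 exons and a coding sequence of 5814 nt on the minus strand of chromosome 17 (GRCm38). Its exons 8, 9, 10 and 11 lie between 84443818 and 84451896, a span of 8079 bp, and are 188, 95, 221 and 692 nt long. All 1196 nt are coding and make up 20.6% of the coding sequence. Because 1196 leaves a remainder of 2 after division by 3, a transcript in which exon 7 is joined to exon 12 is out of frame from that junction on.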

Briefly, *Cas9* mRNA and dual sgRNAs targeting exon 8 to exon 11 of mouse *Thada* gene were generated by in vitro transcription, and then microinjected into the fertilized eggs from C57BL/6 mice. The founder mice were confirmed by genotyping and DNA sequencing analysis, with positive founders bred to the next generation. The PCR primers for *Thada* knockout allele were 5’-CAGATGGGATACAGAGGCTAGGCG-3’ (forward) and 5’- AATGACTGGAGATAATTGCTCATGCC-3’ (reverse), yielding a 790 bp fragment. PCR primers for wild-type allele were 5’-CAGATGGGATACAGAGGCTAGGCG-3’ (forward) and 5’- CGCACTCTTTCCCACCTGTCTTC-3’ (reverse), yielding a 517 bp fragment. *Thada*-heterozygous mice were intercrossed to generate *Thada*-knockout mice, and wild-type littermates from the same breeding pair were used as controls.

To generate *Thada*-*floxed* mice, targeting vector with the exon 31 of mouse *Thada* gene flanked by LoxP sites was engineered and electroporated into ES cells, which were then microinjected into the fertilized eggs from C57BL/6 mice. 

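In the protein-coding *Thada* transcript, exon 31 lies on chromosome 17 from 84252334 to 84252428 (GRCm38, minus strand). It is 95 nt long, all of it coding, which is 1.6% of the coding sequence. A length of 95 nt leaves a remainder of 2 after division by 3, so that a transcript without exon 31 is out of frame after exon 30.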

Genotypes of floxed mice were determined by PCR using the following primers: 5’- CAATGACTGTAGGTGCTGG-3’ (forward) and 5’- ACTATGTCCTTTAGTAAACTGG-3’ (reverse). To obtain β-cell-specific *Thada* knockout (β*Thada*-KO) mice, *Thada* ^*fl/fl*^ mice were crossed with *Ins1-Cre-Dsred* mice, which were kindly provided by Prof. Yanan Cao (Ruijin hospital, Shanghai Jiao Tong University School of Medicine). The Cre recombinase was expressed under the control of mouse *Ins1* promoter without *hGH* minigene and was restricted to β-cells without leakage in brain or other tissues^53^. PCR primers for *Ins1-Cre* were 5’-TAAAGCTGGTGGGCATCCAG-3’ (forward) and 5’-TCCGGTTATTCAACTTGCAC-3’ (reverse). As we found similar glucose tolerance between *Thada*^*fl/fl*^ mice and *Ins1-Cre-Dsred* mice, β*Thada*-KO (*Thada*^*fl/fl*^*,Ins1-Cre*) mice were used for experiments and their *Thada*^*fl/fl*^ littermates were used as wild-type controls.

All mice were maintained on a C57BL/6 background except *db/db* mice, and group housed on a 12 h light/dark cycle at 22-25 °C with free access to food (chow diet, 12.95% kcal fat, Beijing KEAO XIELI FEED Co., China) and water, unless indicated otherwise. Both male and female sexes were considered in the study design and analyses. Animals were monitored weekly and humane endpoints for CO_2_ euthanasia include dehydration, abnormal respiration, significant weight loss (›20% of their body weight), lethargy with ruffled fur, hunched posture, or reduced motility (inability to reach food and water). All procedures were performed in accordance with the approval of the Animal Ethics Committee of the School of Medicine, Shandong University (SDULCLL2021-2-18).

### Mouse models

Male *db/db* (C57BLKS-*Lepr*^*-/-*^) mice and their wild-type littermates at various weeks of age were purchased from Gem Pharmatech (Jiangsu, China). WT and *Thada*-KO mice at 8-week-old were switched to high-fat high-sucrose diet containing 45% kcal fat and 35% kcal carbohydrate (including 17% kcal sucrose, Research Diets, New Brunswick, NJ, USA, D12451) for up to 12 weeks. To generate high-fat diet/STZ diabetes model, WT and *Thada*-KO mice were fed a high-fat diet (60% kcal fat, Research Diets, New Brunswick, NJ, USA, D12492) starting at 4 weeks of age. After 4 weeks, mice were injected intraperitoneally with a single dose of STZ (Sigma) at 100 mg/kg (freshly dissolved in sodium citrate buffer, pH 4.5) after a 16 h fasting. Mice were maintained on HFD until the end of the study. For alnustone administration, 4-week-old C57BL/6 J were given high-fat diet (60% kcal fat, Research Diets, D12492) for a total period of 12 weeks to generate DIO mice. DIO mice were randomly divided into 2 groups and intraperitoneally injected with vehicle or alnustone (10 mg/kg) once daily for 7 days. They were maintained the high-fat diet throughout the experiment.

### Human study

Paraffin sections of pancreas far from the margin of pancreatectomy were collected from cases with partial pancreatectomy performed in the Department of Hepatobiliary Surgery in Shandong Provincial Hospital. Non-diabetes and type 2 diabetes mellitus were classified according to American Diabetes Association criteria^54^. Those who had been reported as having a malignant tumor were excluded. Then 4 cases of type 2 diabetes patients with clear diabetes history and 4 age- and BMI-matched non-diabetic participants were included in this study. Fasting blood glucose was measured within 1 week before the operation and informed consent was obtained. The detailed clinical characteristics for each participant were listed in Supplementary Data 1. The authors affirm that human research participants provided written informed consent to participate in the study and provided written informed consent for publication of the identifiable medical information included in this paper. This study was approved by the Biomedical Research Ethic Committee of Shandong Provincial Hospital and was in accordance with the principles of the Declaration of Helsinki.

### Cell culture and treatment

MIN6 and INS-1 beta-cell lines were generous gifts from Prof. Xiao Wang (Ruijin hospital, Shanghai Jiao Tong University School of Medicine). HeLa cell was purchased from National Collection of Authenticated Cell Cultures (Catalog: TCHu187). MIN6 beta-cell line (passage 18-30) was cultured in DMEM medium with 25 mM glucose, 10% fetal bovine serum (FBS), 55 μM β-mercaptoethanol, 100 U/ml penicillin and 100 μg/ml streptomycin. INS-1 beta-cell line (passage 22-35) was cultured in RPMI-1640 medium with 11.1 mM glucose, 10% FBS, 100 U/ml penicillin and 100 μg/ml streptomycin. To study the long-term effects of high glucose, INS-1 cells were cultured with RPMI-1640 medium supplemented with either 3.3 or 25 mM glucose and 0.25% bovine serum albumin (BSA) for 48 h. To study the effects of fatty acids, stock solution of palmitate conjugated to fatty acid-free BSA (5 mM palmitate and 10% BSA, Sigma) was prepared by adding 100 mM palmitate to 10.5% BSA at a 1:19 ratio. The palmitate stock solution was then diluted by pre-warmed DMEM medium to obtain the final concentration of 0.5 mM. To prepare a 2:1 mixture of oleate and palmitate, sodium palmitate was dissolved first, followed by the addition of sodium oleate (Sigma) to a final concentration of 0.5 mM. Ionomycin, CDN1163, S107 and tunicamycin were from Med Chem Express (NJ, USA). Thapsigargin was from Cell Signaling Technology (Danvers, MA, USA). Z-VAD and Z-IETD were from Selleck Chemicals (Houston, TX, USA).

### Generation of *Thada*-activated MIN6 beta-cell line

Stable MIN6 beta-cell line with endogenous *Thada*-activation was generated by CRISPR/dCas9-SAM system from Genechem (Shanghai, China). MIN6 cells were first infected with lentivirus encoding dCas9-VP64 at a multiplicity of infection (MOI) of 10. After 3 days, cells were subcultured and selected with 10 μg/ml puromycin. After 2 weeks selection, cells were infected with another lentivirus encoding sgRNA-MS2-P65-HSF1 at a MOI of 10. After 3 days, cells were subcultured and further selected with 1 mg/ml G418 for 2 weeks. 

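The annotated start of the protein-coding *Thada* transcript is at 84466116 on chromosome 17 of GRCm38, and the outermost start of any *Thada* transcript in GENCODE M21 is at 84466205. Exon 1 of the protein-coding transcript is 23 nt long (84466094 to 84466116) and reads TTGCAGACGTCCTCGGGCACGAG on the transcribed strand. The start codon is in exon 2, at 84464430 to 84464432. The 20-nt sgRNA of the activated MIN6 cells had an exact match in 0 of the 141767 annotated mouse transcripts on either strand, so that it does not lie wholly within an annotated exon. Its position in the promoter was not analysed here, because only transcript sequences were searched. Counting *Thada* itself, 8 protein-coding genes start within 500 kb of the *Thada* start, and the nearest of the others is *Plekhh2*, whose start is 45690 bp away.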

The sgRNA sequence targeting mouse *Thada* gene promoter was 5’-ATCAAGAACTGTTTAGTCGC-3’. Successful activation of THADA was determined by mRNA and protein expression. Cells infected with dCas9 and non-targeting sgRNA lentiviruses were used as controls.

### Generation of *Thada*-knockout MIN6 beta-cell line

CRISPR/Cas9 system was used to generate *Thada*-knockout β-cell line. MIN6 cells were infected with lentivirus that was constructed with Cas9 and sgRNA directing at the mouse *Thada* gene (Genechem, Shanghai, China). Following infection for 3 days, cells were selected with 10 μg/ml puromycin for an additional 10 days. Selected cells were then plated at a limiting dilution. Newly isolated monoclones were expanded and screened for THADA protein expression, then monoclone-#1 was chosen for further experiments. 

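The sgRNA of the *Thada*-knockout MIN6 cells matched the protein-coding *Thada* transcript exactly in exon 4, on the strand opposite to the mRNA. The protospacer lies on the plus strand of chromosome 17 of GRCm38 from 84457942 to 84457961 and is followed by the PAM AGG. Exon 4 is 131 nt long (84457840 to 84457970) and coding, and 171 of the 5814 coding nt (2.9%) come before it. The mRNA around the site, with 20 nt on each side of the protospacer, reads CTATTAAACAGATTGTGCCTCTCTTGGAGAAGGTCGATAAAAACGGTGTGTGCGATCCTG. The RNA-seq libraries hold no knockout cells, so the effect of this guide on *Thada* expression was not analysed here.

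**Figure D4:**
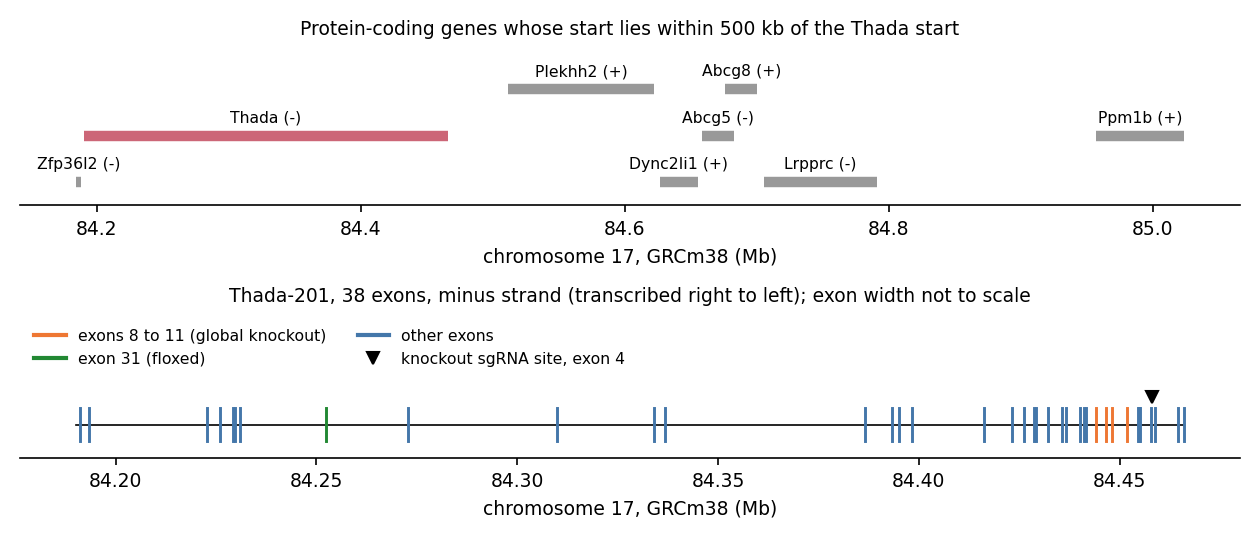
Protein-coding genes around *Thada* on chromosome 17 (upper map) and the 38 exons of its protein-coding transcript (lower map), both along GRCm38 coordinates in Mb. The knockout sgRNA site is in exon 4, near the start of the gene at the right, exons 8 to 11 follow to its left, and exon 31 lies near the other end of the gene.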

The sgRNA targeting sequence was 5’-TTATCGACCTTCTCCAAGAG-3’.

### Isolation of pancreatic islets

Mouse pancreatic islets were isolated from WT or *Thada*-KO mice at the indicated weeks of age by collagenase digestion and dense-gradient centrifugation. Briefly, a type XI collagenase solution (Sigma) was injected through the common bile duct. The perfused pancreas was dissected and incubated at 37 °C for 17 min. Then intact islets and exocrine cells were separated via centrifugation over Histopaque-1077 (Sigma) and manually picked under the microscope. Islets were cultured in RPMI-1640 medium with 10% FBS, 100 U/ml penicillin and 100 μg/ml streptomycin. The glucolipotoxicity-inducing media was RPMI-1640 medium supplemented with 16.7 mM glucose and 0.5 mM palmitate conjugated to BSA.

### Metabolic studies

IPGTTs were performed on overnight-fasted mice by intraperitoneal injection of glucose with 2 g/kg body weight (1 g/kg dose for HFD/STZ mice). ITTs were performed on 6 h-fasted mice by intraperitoneal injection of human insulin at a dose of 0.75 U/kg for chow-diet mice and 1 U/kg for HFHS-fed mice. Blood glucose levels were measured with a portable glucometer (Accu-Chek, Roche) at 0, 15, 30, 60, and 120 min after glucose injection. For insulin release test, blood sample were taken from the tail vein at 0, 15, and 30 min after 2 g/kg glucose injection, then serum insulin levels were determined using Mouse Ultrasensitive Insulin ELISA kits (ALPCO, Salem, NH, USA).

### Immunostaining analysis

Pancreases were dissected, fixed, and processed, as described before^55^. For immunofluorescence, pancreatic sections or cells grown on culture slides were stained with the following antibodies: guinea pig anti-insulin (1:5, DAKO, #IR00261-2), rabbit anti-THADA (1:400, Sigma, #HPA035192), mouse anti-glucagon (1:200, Abcam, #ab10988), rabbit anti-Ki67 (1:500, Cell Signaling Technology, #9129), mouse anti-SERCA2 (1:500, Abcam, #ab2861), mouse anti-RyR (1:200, Invitrogen, #MA3-916), mouse anti-DR5 (1:200, Santa Cruz, sc-166624), mouse anti-FADD (1:200, Millipore, #05-486), rabbit anti-cleaved caspase-8 (1:400, Cell Signaling Technology, #8592), rabbit anti-cleaved caspase-3 (1:400, Cell Signaling Technology, #9664), mouse anti-ATP5A (1:500, Abcam, #ab14748). CellLight Mitochondria-GFP (ThermoFisher) was used to label mitochondria following the manufacturer’s instructions. Detection was performed using Alexa Fluor 488 and 594 (Invitrogen). All sections were counterstained with DAPI (Vectashield mounting medium with DAPI, Vector Laboratories, USA). Images were captured by a confocal microscope (Andor Dragonfly). β-cell proliferation was calculated using the percentage of Ki67^+^Insulin^+^ cells and at least 2500 β-cells per animal were counted. β-cell apoptosis was measured using the In Situ Cell Death Detection Kit (Roche) following the manufacturer’s instructions. The percentage of Tunel^+^Insulin^+^ cells was calculated and at least 3000 β-cells per animal were counted. For cleaved caspase-8 and cleaved caspase-3 quantifications, at least 2500 β-cells per animal were counted. Measurements of fluorescence intensities in insulin-positive area as well as co-localization analyses were performed by ImageJ software (National Institutes of Health). To measure β-cell mass, at least 10 evenly 200 μm apart sections throughout the entire pancreas were picked to perform immunochemistry staining of insulin with a DAB Peroxidase Substrate Kit (Vector Laboratories, USA). Sections were then counterstained with eosin. Digital images of whole pancreas were captured by a Olympus VS120 microscope (Tokyo, Japan). The insulin-positive area and total pancreatic area were measured using ImageJ software. β-cell mass/α-cell mass was calculated as the ratio of insulin-positive area (glucagon-positive area) to total pancreatic area multiplied by pancreatic weight.

### Insulin secretion assay

Isolated islets from WT or *Thada*-KO mice were cultured with RPMI-1640 medium containing 0.25% BSA. To stimulate insulin secretion, islets were pre-incubated in Krebs-Ringer bicarbonate (KRB) buffer containing 3.3 mM glucose for 30 min. Batches of ten size-matched islets were then incubated in KRB buffer containing 3.3, 8.3, 11.1, or 16.7 mM glucose as indicated for 1 h at 37 °C. The supernatants were collected for the measurement of insulin secretion. Islets were then extracted with 0.18 N HCl in 70% ethanol to determine total insulin content. Insulin levels were measured using a Mouse Insulin ELISA kit (ALPCO, Salem, NH, USA) and insulin secretion was normalized as percentage of total insulin content.

MIN6 cells were seeded in 24-well plates and cultured to confluence. Cells were pre-incubated in KRB buffer containing 2.8 mM glucose for 30 min. After pre-incubation, cells were stimulated for 1 h in KRB buffer containing various concentrations of glucose as indicated or 2.8 mM glucose supplemented with 2.5 mM tolbutamide (Sigma) or 35 mM KCl. Secretion buffer was sampled and assayed using the Mouse Insulin ELISA kit (ALPCO, Salem, NH, USA). Cells were lysed in ice-cold RIPA buffer and lysates were assayed for protein concentration using the BCA Protein Assay Kit (ThermoFisher Scientific, MA, USA). Data are presented as insulin secreted per total cellular protein.

### Pancreatic insulin content and ATP measurement

Whole pancreatic tissues were dissected and homogenized in acid-ethanol solution. After an overnight incubation at 4 °C, the extracts were centrifuged and supernatants collected. Insulin was measured using a mouse insulin ELISA kit (ALPCO) and was normalized over protein concentration as determined by BCA assay. For ATP measurement, batches of ten islets each condition were lysed following the procedure of GSIS. Then ATP levels were measured using an Enhanced ATP Assay Kit (Beyotime) by a luminometer (Molecular Devices, CA, USA).

### Electron microscopy

The pancreas was fixed, dehydrated, sectioned and imaged. The subtype, density and diameter of insulin vesicles were determined by counting images captured at 2000× magnification. Representative images were captured at 5000× magnification. Each analysis was based on at least eight images per mice.

### Cytosolic Ca^2+^ measurement

Cytosolic Ca^2+^ level in MIN6 beta-cell line was determined using the ratiometric Ca^2+^ indicator Fura-2 AM (Sigma). Cells seeded on the glass-bottom culture dish were loaded with 2 μM Fura-2 AM combined with Pluronic F-127 (Invitrogen, CA, USA) in KRB buffer containing 2.8 mM glucose at 37 °C for 30 min. After rinsing, cells were placed under a fluorescence microscope (Nikon Eclispse Ts2R, Tokyo, Japan) and alternatively excited at 340 and 380 nm. Stimuli were applied with the bathing solution. Changes in the 340/380 nm fluorescence emission ratio after the addition of high glucose (25 mM) or KCl (30 mM) were analyzed over time in individual cells using MetaFluor imaging software. Peak changes in the fluorescence ratio were measured to compare response profiles. Change in Fura-2 fluorescence signal (ΔF) was normalized to baseline fluorescence (F0). The maximum increases in cytosolic Ca^2+^ are presented as ΔF /F0. To measure ER Ca^2+^ store, cells were incubated in KRB buffer without Ca^2+^ and supplemented with 1 mM EGTA after Fura-2 loading. Then 10 μM ionomycin or 1 μM thapsigargin was added to release ER Ca^2+^ storage. Changes in fluorescence ratio were analyzed by MetaFluor software. The maximum increases in cytosolic Ca^2+^ are presented as ΔF /F0.

For Ca^2+^ measurements in islets, primary isolated islets were dispersed with trypsin-EDTA and then seeded into poly-L-lysine-coated glass-bottom plates. After attachment, all islet cells were loaded with fluo-4 Ca^2+^ indicator (ThermoFisher Scientific, MA, USA) combined with Pluronic F-127 in KRB buffer at the indicated glucose concentration for 50 minutes. Then islet cells were washed in indicator-free KRB buffer and incubated for a further 30 minutes. Fluorescence was measured using an Enspire fluorescent spectrophotometer system (PerkinElmer) before and after cells were stimulated with 25 mM glucose, 35 mM KCl, 10 μM ionomycin, or 10 μM IP3 (sigma) as indicated. For ionomycin treatment, cells were incubated in KRB buffer without Ca^2+^ and supplemented with 1 mM EGTA after fluo-4 loading. The mean fluorescence intensity per well was calculated and maximum increases in [Ca^2+^]_i_ are presented as ΔF /F0.

### Cell viability and apoptosis assay

Cell viability was determined by CCK-8 assay (Beyotime) according to the manufacturer’s instructions. An Apoptosis Detection Kit (Multi Sciences, Hangzhou, China) was used to detect cell apoptosis. Briefly, MIN6 beta-cell lines treated with the indicated reagents were collected and washed with binding buffer. Cells were then stained with Annexin V and 7-AAD and analyzed by BD LSRFortessa flow cytometer. Cell apoptosis was calculated as the percentage of Annexin V-positive early and late apoptotic cells. Caspase-Glo 8 Assay (Promega) and Caspase-Glo 3/7 Assay (Promega) were used to measure caspase-8 and caspase-3/7 activities following the manufacturer’s instructions. Briefly, cells seeded in 96-well plate were incubated with the Caspase-Glo Reagent for 30 min. Then luminescence of each sample was measured in a plate-reading luminometer (PerkinElmer).

### Western blot and immunoprecipitation

Cells or islets were collected and lysed by RIPA buffer containing protease and phosphatase inhibitors (Beyotime). Protein concentration was determined using the BCA Protein Assay Kit (ThermoFisher Scientific, Waltham, MA, USA). 30 μg of total protein lysates were subjected to 4%-12% NuPAGE gels (Invitrogen) and transferred to PVDF membranes (Millipore, MA, USA). After blocking with 5% non-fat milk for 1 h, membranes were incubated with the following primary antibodies at 1:1000 dilution overnight at 4 °C: anti-THADA (Sigma, #HPA035192), anti-SERCA2 (Abcam, #ab2861), anti-RyR (Invitrogen, #MA3-916), anti-cleaved caspase-8 (Cell Signaling Technology, #8592), anti-caspase-8 (Cell Signaling Technology, #4927), anti-cleaved caspase-3 (Cell Signaling Technology, #9664), anti-ATF4 (Cell Signaling Technology, #11815), anti-CHOP (Cell Signaling Technology, #2895), anti-FADD (Millipore, #05-486), anti-DR5 (Abcam, #ab8416), anti-phospho-IP3R (Cell Signaling Technology, #3760), anti-IP3R (Santa Cruz, #sc377518), anti-HSP90 (Cell Signaling Technology #4874), anti-GAPDH (Proteintech #60004-1-Ig), anti-β-Actin (Proteintech #60008-1-Ig). Membranes were exposed to secondary antibodies for 1 h at room temperature and developed using Immobilon Western HRP Substrate (Millipore, MA, USA) with a Bio-Rad imaging system. Immunoprecipitation was performed by incubating protein lysates with the indicated antibodies for 2 h and then with Protein A/G Plus agarose beads (Santa Cruz) overnight at 4 °C. The binding complexes were washed with lysis buffer and eluted with loading buffer. Standard western blotting was then followed using the antibodies indicated above. The full scan blots are provided in the Source Data file.

### Proximity ligation assay

The proximity ligation assay (PLA) was performed in MIN6 beta-cell line grown on Nunc LAB-Tek chamber slide (ThermoFisher Scientific) according to the manufacturer’s protocol (Sigma, DuoLink). Combinations of primary rabbit and mouse antibodies were incubated overnight at 4 °C. THADA was detected with anti-rabbit PLUS PLA probe and SERCA2/RyR was detected with anti-mouse MINUS PLA probe. Nuclei were stained with DAPI. PLA signals were detected with a confocal microscope (Andor Dragonfly) as discrete spots in red.

### RNA Sequencing

Total RNA was extracted from control and *Thada*-activated MIN6 beta-cell lines (*n* = 3). The sequencing library was generated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). After fragment screening, library building and PCR product purification, the samples were sequenced on the BGISEQ-500 platform (Wuhan, China). The differentially expressed genes were identified with a q-value <0.05 and a fold-change >1.5 between the two groups.

### RNA isolation and quantitative PCR

Total RNA from islets or cells were extracted using RNeasy Mini Kit (Qiagen, Hiden, Germany) and reverse transcribed using the Prime Script RT Kit with gDNA Eraser (Takara, Shiga, Japan). Real-time quantitative PCR was performed using SYBR Premix Ex Taq Kit (Takara, Shiga, Japan) on a Light Cycler 480 System (Roche, Basel, Switzerland). Results were normalized to *β-Actin* mRNA levels. The primer sequences are provided in Supplementary Data 2.

### High-content screen

To perform the high-content screen, *Thada*-activated MIN6 cells were plated onto 96-well plates at 50,000 cells per well. Cells were treated at 10 μM with a compound library containing FDA-approved drugs as well as traditional Chinese medicine monomers (purchased from Topscience, Shanghai, China) and DMSO treatment was used as a negative control. After 24 hours, these cells were loaded with fluo-4 Ca^2+^ indicator (ThermoFisher Scientific, MA, USA) at 2.8 mM glucose. The plates were then imaged on the Opera Phenix high-content screening system (PerkinElmer) using 20× objective and five image fields were collected from each well. After further stimulated with 25 mM glucose, the cells were immediately imaged for another measurement. For each measurement, laser power and exposure times were adjusted to the linear detection range. Images were analyzed using Harmony 4.9 software (PerkinElmer) and the mean fluorescence intensity per well was calculated. Compounds increasing 25 mM glucose-stimulated [Ca^2+^]_i_ in *Thada*-activated cells compared to DMSO treated wells were selected as primary hits. Z score was calculated as (25 mM glucose-stimulated [Ca^2+^]_i_ of compound treated condition – mean [Ca^2+^]_i_)/ STDEV of the [Ca^2+^]_i_.

### Statistical analysis

The results are expressed as mean ± SEM for the indicated number of observations. Data were analyzed using two-tailed Student’s *t* test for two groups or one-way ANOVA for multiple groups. Differences with *p* < 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE173267. All other data generated or analyzed during this study are included in this published article (and its supplementary information files). Source data are provided with this paper.

## Source data

Source Data

## References

[1] Ashcroft FM, Rorsman P (2012). Diabetes mellitus and the beta cell: the last ten years. Cell..

[2] Krentz N, Gloyn A (2020). Insights into pancreatic islet cell dysfunction from type 2 diabetes mellitus genetics. Nat. Rev. Endocrinol..

[3] Holman RR, Clark A, Rorsman P (2020). β-cell secretory dysfunction: a key cause of type 2 diabetes. Lancet Diabetes Endocrinol..

[4] Weir GC, Gaglia J, Bonner-Weir S (2020). Inadequate β-cell mass is essential for the pathogenesis of type 2 diabetes. Lancet Diabetes Endocrinol..

[5] Rippe V (2003). Identification of a gene rearranged by 2p21 aberrations in thyroid adenomas. Oncogene.

[6] Zeggini E (2008). Meta-analysis of genome-wide association data and large-scale replication identifies additional susceptibility loci for type 2 diabetes. Nat. Genet..

[7] Mahajan A (2018). Fine-mapping type 2 diabetes loci to single-variant resolution using high-density imputation and islet-specific epigenome maps. Nat. Genet..

[8] Morris A (2012). Large-scale association analysis provides insights into the genetic architecture and pathophysiology of type 2 diabetes. Nat. Genet..

[9] Prasad R (2016). Excess maternal transmission of variants in the THADA gene to offspring with type 2 diabetes. Diabetologia.

[10] Simonis-Bik A (2010). Gene variants in the novel type 2 diabetes loci CDC123/CAMK1D, THADA, ADAMTS9, BCL11A, and MTNR1B affect different aspects of pancreatic beta-cell function. Diabetes.

[11] Stancáková A (2009). Association of 18 confirmed susceptibility loci for type 2 diabetes with indices of insulin release, proinsulin conversion, and insulin sensitivity in 5,327 nondiabetic Finnish men. Diabetes.

[12] Hu C (2009). PPARG, KCNJ11, CDKAL1, CDKN2A-CDKN2B, IDE-KIF11-HHEX, IGF2BP2 and SLC30A8 are associated with type 2 diabetes in a Chinese population. PLoS ONE.

[13] Chen Z (2011). Genome-wide association study identifies susceptibility loci for polycystic ovary syndrome on chromosome 2p16.3, 2p21 and 9q33.3. Nat. Genet..

[14] Cardona A (2014). Genome-wide analysis of cold adaptation in indigenous Siberian populations. PLoS ONE.

[15] Moraru A (2017). THADA regulates the organismal balance between energy storage and heat production. Dev. cell.

[16] Dong, Y., Teleman, A., Jedmowski, C., Wirtz, M. & Hell, R. The Arabidopsis THADA homologue modulates TOR activity and cold acclimation. *Plant Biology (Stuttgart, Germany)*, 77-83, 10.1111/plb.12893 (2019).10.1111/plb.1289330098100

[17] Drieschner N (2007). A domain of the thyroid adenoma associated gene (THADA) conserved in vertebrates becomes destroyed by chromosomal rearrangements observed in thyroid adenomas. Gene.

[18] Poitout V, Robertson R (2008). Glucolipotoxicity: fuel excess and beta-cell dysfunction. Endocr. Rev..

[19] Cheng A (2013). Multiplexed activation of endogenous genes by CRISPR-on, an RNA-guided transcriptional activator system. Cell Res..

[20] Prentki M, Matschinsky FM, Madiraju SR (2013). Metabolic signaling in fuel-induced insulin secretion. Cell Metab..

[21] Sabatini P, Speckmann T, Lynn F (2019). Friend and foe: β-cell Ca signaling and the development of diabetes. Mol. Metab..

[22] Tamarina N, Kuznetsov A, Rhodes C, Bindokas V, Philipson L (2005). Inositol (1,4,5)-trisphosphate dynamics and intracellular calcium oscillations in pancreatic beta-cells. Diabetes.

[23] Zhang, I., Raghavan, M. & Satin, L. The endoplasmic reticulum and calcium homeostasis in pancreatic beta cells. *Endocrinology***161**, 10.1210/endocr/bqz028 (2020).10.1210/endocr/bqz028PMC702801031796960

[24] Kono T (2012). PPAR-γ activation restores pancreatic islet SERCA2 levels and prevents β-cell dysfunction under conditions of hyperglycemic and cytokine stress. Mol. Endocrinol..

[25] Brillantes A (1994). Stabilization of calcium release channel (ryanodine receptor) function by FK506-binding protein. Cell.

[26] Zalk R (2015). Structure of a mammalian ryanodine receptor. Nature.

[27] Santulli G (2015). Calcium release channel RyR2 regulates insulin release and glucose homeostasis. J. Clin. Investig..

[28] Kang S (2016). Small molecular allosteric activator of the sarco/endoplasmic reticulum Ca2+-ATPase (SERCA) attenuates diabetes and metabolic disorders. J. Biol. Chem..

[29] Oyadomari S (2001). Nitric oxide-induced apoptosis in pancreatic beta cells is mediated by the endoplasmic reticulum stress pathway. Proc. Natl. Acad. Sci. USA.

[30] Hetz C (2012). The unfolded protein response: controlling cell fate decisions under ER stress and beyond. Nat. Rev. Mol. Cell Biol..

[31] Lu M (2014). Opposing unfolded-protein-response signals converge on death receptor 5 to control apoptosis. Science.

[32] Wilson N, Dixit V, Ashkenazi A (2009). Death receptor signal transducers: nodes of coordination in immune signaling networks. Nat. Immunol..

[33] Mu J (2006). Chronic inhibition of dipeptidyl peptidase-4 with a sitagliptin analog preserves pancreatic beta-cell mass and function in a rodent model of type 2 diabetes. Diabetes.

[34] Yang K, Chan C (2017). Proposed mechanisms of the effects of proanthocyanidins on glucose homeostasis. Nutr. Rev..

[35] Claeson P (1993). Three non-phenolic diarylheptanoids with anti-inflammatory activity from Curcuma xanthorrhiza. Planta Med..

[36] Osman W (2020). Genetics of type 2 diabetes and coronary artery disease and their associations with twelve cardiometabolic traits in the United Arab Emirates population. Gene.

[37] Diamanti-Kandarakis E, Dunaif A (2012). Insulin resistance and the polycystic ovary syndrome revisited: an update on mechanisms and implications. Endocr. Rev..

[38] Dadachanji, R., Sawant, D., Patil, A. & Mukherjee, S. THADAReplication study of rs13429458 variant with PCOS susceptibility and its related traits in Indian women. *Gynecol. Endocrinol* 1–5, 10.1080/09513590.2021.1906854 (2021).10.1080/09513590.2021.190685433779462

[39] Tian Y (2020). THADA, INSR, TOX3PCOS-GWAS susceptibility variants in, and are associated with metabolic syndrome or insulin resistance in women with PCOS. Front. Endocrinol..

[40] Gambineri A (2012). Polycystic ovary syndrome is a risk factor for type 2 diabetes: results from a long-term prospective study. Diabetes.

[41] Thomsen S (2016). Systematic functional characterization of candidate causal genes for type 2 diabetes risk variants. Diabetes.

[42] Torres J (2020). A multi-omic integrative scheme characterizes tissues of action at loci associated with type 2 diabetes. Am. J. Hum. Genet..

[43] Luciani D (2009). Roles of IP3R and RyR Ca2+ channels in endoplasmic reticulum stress and beta-cell death. Diabetes.

[44] Thore S, Dyachok O, Tengholm A (2004). Oscillations of phospholipase C activity triggered by depolarization and Ca2+ influx in insulin-secreting cells. J. Biol. Chem..

[45] Mitchell K, Lai F, Rutter G (2003). Ryanodine receptor type I and nicotinic acid adenine dinucleotide phosphate receptors mediate Ca2+ release from insulin-containing vesicles in living pancreatic beta-cells (MIN6). J. Biol. Chem..

[46] Sladek R (2007). A genome-wide association study identifies novel risk loci for type 2 diabetes. Nature.

[47] Tong X (2016). SERCA2 deficiency impairs pancreatic β-cell function in response to diet-induced obesity. Diabetes.

[48] Ghosh, R., Colon-Negron, K. & Papa, F. Endoplasmic reticulum stress, degeneration of pancreatic islet β-cells, and therapeutic modulation of the unfolded protein response in diabetes. *Mol. Metab.* S60-S68, 10.1016/j.molmet.2019.06.012 (2019).10.1016/j.molmet.2019.06.012PMC676849931500832

[49] Lam M, Lawrence D, Ashkenazi A, Walter P (2018). Confirming a critical role for death receptor 5 and caspase-8 in apoptosis induction by endoplasmic reticulum stress. Cell Death Differ..

[50] Lam, M., Marsters, S., Ashkenazi, A. & Walter, P. Misfolded proteins bind and activate death receptor 5 to trigger apoptosis during unresolved endoplasmic reticulum stress. *eLife***9**, 10.7554/eLife.52291 (2020).10.7554/eLife.52291PMC704194531904339

[51] Eizirik D, Pasquali L, Cnop M (2020). Pancreatic β-cells in type 1 and type 2 diabetes mellitus: different pathways to failure. Nat. Rev. Endocrinol..

[52] Christodoulou M (2019). Blood-based analysis of type-2 diabetes mellitus susceptibility genes identifies specific transcript variants with deregulated expression and association with disease risk. Sci. Rep..

[53] Cheng Y (2015). Generation and characterization of transgenic mice expressing mouse ins1 promoter for pancreatic beta-cell-specific gene overexpression and knockout. Endocrinology.

[54] Standards of Medical Care in Diabetes-20212. (2021). Classification and diagnosis of diabetes. Diabetes Care.

[55] Zhang Y (2020). Protein acetylation derepresses serotonin synthesis to potentiate pancreatic beta-cell function through HDAC1-PKA-Tph1 signaling. Theranostics.

# Supplementary material for: THADA inhibition in mice protects against type 2 diabetes mellitus by improving pancreatic β-cell function and preserving β-cell mass
**Source:** Nat Commun. 2023 Feb 23;14:1020. doi: 10.1038/s41467-023-36680-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: clinical characteristics of human participants.

File Name: Supplementary Data 2

Description: Sequences of the primers.

# Supplementary material for: THADA inhibition in mice protects against type 2 diabetes mellitus by improving pancreatic β-cell function and preserving β-cell mass
**Source:** Nat Commun. 2023 Feb 23;14:1020. doi: 10.1038/s41467-023-36680-0
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Harmony 4.9 software (PerkinElmer) was used to collect the high-content screening data. Fluo-4 calcium fluorescence was measured using an Enspire system (PerkinElmer).                                                                                                                                                                                                                                                                  |
| Data analysis   | Statistical analyses were performed using GraphPad Prism 7 software (GraphPad Software, Inc.). Western blot image quantifications were performed using ImageJ software (NIH). Flow cytometric analyses were performed with FlowJo v10 software (BD Biosciences). Fura-2 calcium images were analysed using MetaFluor software (Molecular Devices). High-content screening images were analysed using Harmony 4.9 software (PerkinElmer). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated for this study are available from the corresponding author upon reasonable request. RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE173267 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173267>).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Both male and female sexes were considered in study design and included in the analyses. The disaggregated sex and gender data have been provided in the supplementary table, and consent from eight individuals have been obtained for sharing of individual-level data.

Population characteristics

The characteristics for each human participants were described in detail in Supplementary table 1.

Recruitment

This study did not involve recruitment.

Ethics oversight

All human studies and protocols used were approved by the Biomedical Research Ethic Committee of Shandong Provincial Hospital.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical method was used to predetermine animal's sample size. The sample size was determined based on experience with the used experimental models/setup.

Data exclusions

No data were excluded from the analyses.

Replication

Replication attempts were successful. For in vivo experiments, at least 3 animals per group were used (exact numbers are reported in image legends). All in vitro experiments were performed in at least 3 independent experiments.

Randomization

Animals were randomly assigned to experimental groups and matched for age and gender.

Blinding

The metabolic phenotype tests of mice were performed blindly.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Antibodies used for western-blotting (all 1:1000 dilution): anti-THADA (Sigma #HPA035192), anti-SERCA2 (Abcam #ab2861), anti-RyR (Invitrogen, #MA3-916), anti-cleaved caspase-8 (Cell Signaling Technology #8592), anti-caspase-8 (Cell Signaling Technology #4927), anti-cleaved caspase-3 (Cell Signaling Technology #9664), anti-ATF4 (Cell Signaling Technology #11815), anti-CHOP (Cell Signaling Technology #2895), anti-FADD (Millipore #05-486), anti-DR5 (Abcam, #ab8416), anti-phospho-IP3R (Cell Signaling Technology #3760), anti-IP3R (Santa Cruz #sc377518), anti-HSP90 (Cell Signaling Technology #4874), anti-GAPDH (Proteintech #60004-1-Ig), anti- $\beta$ -Actin (Proteintech #60008-1-Ig).  
Antibodies used for immunostaining: guinea pig anti-insulin (DAKO, #IR00261-2), rabbit anti-THADA (Sigma, #HPA035192), mouse anti-glucagon (Abcam, #ab10988), rabbit anti-Ki67 (Cell Signaling Technology, #9129), mouse anti-SERCA2 (Abcam, #ab2861), mouse anti-RyR (Invitrogen, #MA3-916), mouse anti-DR5 (Santa Cruz, SC-166624), mouse anti-FADD (Millipore, #05-486), mouse anti-ATP5A (Abcam, #ab14748).

## Validation

Antibody validation information was available from the manufacturers.  
anti-THADA (<https://www.sigmaaldrich.cn/CN/zh/product/sigma/hpa035192?context=product>),  
anti-RyR (<https://www.thermofisher.cn/cn/zh/antibody/product/Ryanodine-Receptor-Antibody-clone-C3-33-Monoclonal/MA3-916>)  
anti-cleaved caspase-8 ([https://www.cellsignal.cn/products/primary-antibodies/cleaved-caspase-8-asp387-d5b2-xp-rabbit-mab-mouse-specific/8592?site-search-type=Products&N=4294956287&Ntt=8592&fromPage=plp&\\_requestid=27518](https://www.cellsignal.cn/products/primary-antibodies/cleaved-caspase-8-asp387-d5b2-xp-rabbit-mab-mouse-specific/8592?site-search-type=Products&N=4294956287&Ntt=8592&fromPage=plp&_requestid=27518)),  
anti-caspase-8 (<https://www.cellsignal.com/products/primary-antibodies/caspase-8-antibody-mouse-specific/4927>),  
anti-cleaved caspase-3 (<https://www.cellsignal.com/products/primary-antibodies/cleaved-caspase-3-asp175-5a1e-rabbit-mab/9664>),  
anti-ATF4 (<https://www.cellsignal.com/products/primary-antibodies/atf-4-d4b8-rabbit-mab/11815>),  
anti-CHOP (<https://www.cellsignal.com/products/primary-antibodies/chop-l63f7-mouse-mab/2895>),  
anti-FADD ([https://www.merckmillipore.com/CN/zh/product/Anti-FADD-Antibody-clone-1F7,MM\\_NF-05-486](https://www.merckmillipore.com/CN/zh/product/Anti-FADD-Antibody-clone-1F7,MM_NF-05-486)),  
anti-DR5 (<https://www.abcam.cn/dr5-antibody-ab8416.html>),  
anti-phospho-IP3R([https://www.cellsignal.cn/products/primary-antibodies/phospho-ip3-receptor-ser1756-antibody/3760?site-search-type=Products&N=4294956287&Ntt=3760&fromPage=plp&\\_requestid=426983](https://www.cellsignal.cn/products/primary-antibodies/phospho-ip3-receptor-ser1756-antibody/3760?site-search-type=Products&N=4294956287&Ntt=3760&fromPage=plp&_requestid=426983))  
anti-IP3R (<https://www.scbt.com/zh/p/ip3r-i-ii-iii-antibody-b-2>)  
anti-HSP90 (<https://www.cellsignal.com/products/primary-antibodies/hsp90-antibody/4874>),  
anti-GAPDH (<http://www.ptgcn.com/products/GAPDH-Antibody-60004-1-Ig.htm>),  
anti- $\beta$ -Actin (<http://www.ptgcn.com/products/ACTB-Antibody-60008-1-Ig.htm>),  
rabbit anti-Ki67 (<https://www.cellsignal.com/products/primary-antibodies/ki-67-d3b5-rabbit-mab/9129>),  
anti-ATP5A (<https://www.abcam.cn/atp5a-antibody-15h4c4-mitochondrial-marker-ab14748.html>).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

MIN6 and INS-1 cells were generous gifts from Prof. Xiao Wang (Ruijin hospital, Shanghai Jiao Tong University School of Medicine). HeLa cell was purchased from National Collection of Authenticated Cell Cultures (Catalog: TCHu187) that was derived from a female cervical adenocarcinoma.

## Authentication

MIN6 and INS-1 cell lines were authenticated in-lab by performing glucose-stimulated insulin secretion and RT-PCR of beta-cell specific genes.

## Mycoplasma contamination

All cell lines were tested negative for mycoplasma.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

C57BL/6J mice were purchased from Vital River Laboratories (Beijing, China). Both male and female mice were used at the indicated ages. Global Thada-knockout mice, Thada-floxed mice and Ins1-Cre-Dsred mice were all maintained on C57BL/6 background, with the sex and age described in the figure legend.

## Wild animals

No wild animals are included in this study.

Reporting on sex

Both male and female sexes were considered in study design and included in the animal experiments. The sex and number of the animals have been described in the figure legend, and the indicated data have been provided in the source data file.

Field-collected samples

Our study did not involve field-collections.

Ethics oversight

All animal experiments were performed in accordance with the approval of the Animal Ethics Committee of the School of Medicine, Shandong University (SDULCLL2021-2-18).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

For cell apoptosis analyses, cells were trypsinized, washed with PBS, resuspended in binding buffer and then incubated with Annexin V-APC and 7-AAD for ten minutes following the manufacturer's instructions.

Instrument

LSR Fortessa flow cytometer (BD Biosciences)

Software

FlowJo v10

Cell population abundance

10,000 events were recorded for cell apoptosis analyses.

Gating strategy

Starting cell population was determined by FSC-A/SSC-A gating. Singlets were gated according to the pattern of FSC-A/FSC-H. Positive/Negative populations were determined by untreated controls.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

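RNA from MIN6 cells carrying dCas9 with a non-targeting sgRNA (control) and from *Thada*-activated MIN6 cells was sequenced on the BGISEQ-500 platform, with 3 libraries per condition and 6 in all. The authors deposited an estimated count for each of 16640 known genes in each library, without normalization, on RefSeq gene models of GRCm38. The authors also deposited FPKM values, which scale the reads on a gene by its length and by the size of the library. Their table further holds a log2 fold change of *Thada*-activated over control cells for 16595 genes, which the authors computed with DESeq2. The p-value and q-value of each of these genes come from the same DESeq2 comparison by the authors. The aligner, the counting program and the settings of DESeq2 are not named in the paper's text. Conditions and replicate numbers were taken from the sample labels.

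Library totals ranged from 17166511 to 17727004 counts, with a median of 17272834 in control and 17385036 in *Thada*-activated libraries. A gene at or under 3 counts in a library, which is from 0.169 to 0.175 CPM by the raw library total, was taken as being at the floor. The 20 genes with the most counts took from 17.1% to 20.1% of a library. One line of the table was broken inside a text cell and was rejoined. The strand in the table differed from that in GENCODE for 2479 of 16079 matched genes, all of them minus-strand genes, so strands and coordinates of *Thada* transcripts were taken from GENCODE M21 (GRCm38). No reads were aligned here.

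Counts were rounded to whole numbers and analysed in R 4.3.3. Genes were kept by filterByExpr, normalized by TMM and compared by the robust quasi-likelihood test of edgeR 4.0.16 with the condition as the only term. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with a fold change over 1.5. Values of single genes over 3 libraries were compared by an exact permutation test. Gene sets were the GO biological processes in the authors' table (11985 terms over 15942 genes). Sets of 15 to 500 tested genes and the sets named in the paper were tested by pre-ranked GSEA (fgsea 1.28.0, weight 1) on the signed square root of the quasi-likelihood F. The 7 lists of genes, on β-cell identity and insulin secretion, the unfolded protein response, proliferation, ER calcium handling, death-receptor apoptosis, the interferon response to lentivirus, and other pancreatic cells, were tested by camera (limma 3.58.1) with a preset correlation of 0.01. DESeq2 1.42.0 was used as an alternative. These tests, thresholds and lists, the genes to be named and most alternatives were set before the data were examined.

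The genes to be named were those the paper names for MIN6 cells, the called genes with the largest changes among those with a mean of at least 1 CPM and no overlap between conditions, up to 5 members of each GO set the paper names, genes with a start within 500 kb of that of *Thada*, and called members of the lists. Because 0 genes were called without a block (101 at an unadjusted p under 0.05), genes called in other fits are named as chosen after their values were seen. The values of some single genes that this rule covers are not reported here.

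Replicate numbers are not stated to pair the cultures. After the mean of each gene over the 3 libraries of a condition was removed, control and *Thada*-activated libraries of the same number had correlations across genes of 0.667, 0.671 and 0.869 for replicates 1, 2 and 3. Crossing replicates 1 and 2 gave 0.705 and 0.726, and crossing either with replicate 3 gave from -0.784 to -0.766. The numbers therefore separate replicate 3 from the others and do not separate replicates 1 and 2. Fits with the replicate number as a block are given as alternatives. No pair of libraries of the same condition was a duplicate by a chi-square test on their counts.

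The alternatives for genes were DESeq2 size factors, the DESeq2 Wald test, no filter, a minimum of 10 counts in every library, the replicate block, each library left out in turn, limma with trend on log2(FPKM + 1) and log2(FPKM + 0.1), library sizes without the 20 top genes, other thresholds, and *Thada* relative to *Actb*. Gene sets were also ranked by signal-to-noise and by log2 fold change, and tested by camera with preset and estimated correlations and by fry. The alternatives added after the data were seen were replicates 1 and 2 alone, replicate 3 as a batch term, each pair of libraries left out of the blocked fit, and the blocked fit combined with DESeq2, with a correction for GC content and gene length, with other library sizes, or with other set tests. GSEA ranked on FPKM without a filter was added too.

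The tests were tried on simulated data with 200 changed genes, each changed by a log2 shift of at least 1 in size. Smaller changes were not simulated for single genes, and the spread within replicate numbers was taken from the blocked fit. Without differences between replicate numbers, edgeR recovered 98.5% of them among 12444 tested genes, with 5 false calls. With the differences between replicate numbers seen in the libraries (12402 tested genes), edgeR recovered 50.5% without the block and 99% with it, and DESeq2 79.5% and 97%. Those differences were made equal in both conditions, as the blocked fit assumes, which favours the block. A simulated set of 15 genes raised by a log2 shift of 1 was recovered by GSEA and camera in both fits and by fry without the block, at an adjusted p of 0.0113. With the block, its adjusted p by fry was 0.0945. Of 500 random sets, 0 were called by GSEA and fry in either fit, and camera called 1 with the block. After the list results were seen, the unfolded protein response list was also lowered by a log2 shift of 0.2 in 100 simulations, and tested over the 7 lists. Camera called it in 100 in both fits, blocked fry in 76, and fry without the block and camera with an estimated correlation in 0.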

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

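Some tests given here were chosen only after the result was seen. They were the counts over splits of the libraries without the replicate block and the share of counts outside the top genes. The blocked fit with the correction for GC content and gene length and the fits that leave out a pair were also chosen then. The other tests given here were chosen before.

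With the replicate number as a block, 19 genes were called by edgeR's quasi-likelihood test, and 18 of them are not named in the paper. They drew attention because the paper's text names no gene from these libraries other than *Thada*, and they are named here after their values were seen. Among the 12 higher in *Thada*-activated cells, the adjusted p by this test was lowest for *Agt* (log2 fold change 1.00, adjusted p = 0.00041), *Frmd8* (0.81, adjusted p = 0.00264), *Srl* (0.61, adjusted p = 0.00401), *Cartpt* (0.99, adjusted p = 0.00401), *Lad1* (1.40, adjusted p = 0.00452) and *Cacna1h* (0.67, adjusted p = 0.00574). *Pax4* (0.84), *Arhgap36* (0.87), *Ifitm2* (0.88), *Insrr* (0.63), *Mybpc1* (0.74) and *Crip1* (0.67) followed, with adjusted p-values from 0.00929 to 0.0337 in the blocked edgeR test. The 6 lower genes were *Pappa2* (-0.61, adjusted p = 0.00172), *Gm14434* (-1.17, adjusted p = 0.00925), *Sis* (-2.54, adjusted p = 0.014), *Dusp6* (-0.62, adjusted p = 0.0227), *Fam149a* (-0.69, adjusted p = 0.0357) and *Hdgfl3* (-0.65, adjusted p = 0.0481) in the same test. *Sis* held 6, 5 and 3 counts in *Thada*-activated replicates 1, 2 and 3, at or near the floor. When a pair of libraries was left out of the blocked fit, the adjusted p rose to as much as 0.248 for *Hdgfl3*, 0.15 for *Insrr*, 0.145 for *Mybpc1*, 0.128 for *Dusp6*, 0.114 for *Fam149a* and 0.108 for *Crip1*. It stayed under 0.05 in each of these 3 fits for the other 12 of the 18 genes. The 3 fits reuse libraries that chose the genes, so they are no independent support.

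Several technical explanations were weighed. After a trend on GC content and gene length was removed in the same blocked fit, 16 of the 19 genes stayed called. The share of counts outside the 20 genes with the most counts differed between the libraries of a pair by a log2 shift of at most 0.0197, far below a fold change of 1.5, which argues against a few genes taking most of the counts. The blocked fits that leave out a pair called 43, 18 and 70 genes, so that no single pair was needed for a count of at least 18. Counts of 43 and 70, from fewer libraries, exceed the 19 called with all pairs. Of the 19 genes, 17, 13 and 16 stayed called without replicates 1, 2 and 3. Which genes were called therefore did depend on the pairs. The median depth of the conditions was close (17272834 and 17385036 counts). Reads split between near-identical gene copies were not tested.

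The number of libraries keeps the role of chance open. Among the 4 splits that part all 3 pairs, 1 gave as many called genes with the block, namely the real one, and the other 3 gave 1, 2 and 0 genes, with 507, 220 and 290 genes at an unadjusted p under 0.05. A real difference between the conditions may underlie this contrast, but 4 splits cannot give a share under 0.05. Without the block, each of the 10 splits of the 6 libraries gave at least as many called genes as the real split, a count that was fixed in advance and decides nothing, since the real split gave 0 (101 at an unadjusted p under 0.05). At least as many genes at an unadjusted p under 0.05 were found in 5 of the 10 splits, namely the real one and the 4 that put both replicate 3 libraries in the same group (from 1901 to 2419 genes). The other 3 splits that part all pairs gave 20, 8 and 6 such genes, and the 2 remaining splits gave 7 and 10. All 10 gave 0 called genes, and chance and a difference between the conditions cannot be told apart with so few splits. An effect of *Thada* activation, a difference between the control and the activated line that arose in culture, and another target of the guide are confounded in this design and were not tested.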

How the results depend on the processing

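The alternatives chosen only after the result was seen are named as such, and no other test given here was.

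The count of 0 called genes held under DESeq2 size factors, without a filter, with at least 10 counts in every library, under limma on FPKM with either pseudocount, with other library sizes, with the adjusted p alone, with the test against a fold change of 1.5, with a fold change over 2, and with each library left out in turn. Between 43 and 170 genes had an unadjusted p under 0.05 in the fits that left out a library, and between 91 and 157 in the others. DESeq2 called 5 genes and the replicate block 19. Of the alternatives chosen after the data were seen, replicates 1 and 2 alone gave 68 called genes, a batch term for replicate 3 gave 42, DESeq2 with the block 20, the GC content and length correction with the block 18, and library sizes without the top 20 genes with the block 19. The blocked fit gave 43 genes without replicate 1, 18 without replicate 2 and 70 without replicate 3. Of the 19 genes, 5 were shared with DESeq2, 15 with replicates 1 and 2 alone, 19 with the batch term, 16 with blocked DESeq2 and 17, 13 and 16 with the fits without replicates 1, 2 and 3. On data simulated from the blocked fit with changes of at least 2-fold, the unblocked test recovered 50.5% of the changed genes and the blocked test 99%. Under that model, the spread between replicate numbers limits the unblocked count. The simulation favours the block by its making and does not cover changes near 1.5-fold. The cause of that spread was not established.

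*Thada* was higher in *Thada*-activated cells in all settings run. Its log2 fold change passed the adjusted threshold with DESeq2 (1.13) and with the block (1.15). It also did so in each alternative added later, namely replicates 1 and 2 alone (0.99), the batch term (1.15), blocked DESeq2 (1.16), the GC content and length correction (1.16), other library sizes (1.15), and the blocked fits without replicate 1 (1.22), replicate 2 (1.26) and replicate 3 (0.99). It did not pass in the other settings, in which the adjusted p ranged from 0.895 to 1 in edgeR and limma.

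None of the 3 GO sets that the paper names passed the threshold in any of 18 alternatives, whether set before the data were examined or added later. The sequestered calcium set turned higher with the signal-to-noise ranking (adjusted p = 0.967) and without *Thada*-activated replicate 2 (adjusted p = 0.876), within a range of adjusted p from 0.721 to 1 over the alternatives and over the fits that each left out a library. The PI3K set turned higher without control replicate 3 (adjusted p = 0.844), within a range from 0.802 to 1 over the fits that each left out a library and from 0.646 over all alternatives. The phospholipase C set was lower in all 18. The cause of the reversals was not tested.

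The scan of GO sets gave 8 called sets, and this count depended on the ranking, the test and single libraries. It was 1 with the signal-to-noise ranking (105 at an unadjusted p under 0.05), 0 with the log2 fold change ranking (90), 1 with camera (89), 0 with camera and an estimated correlation (14), 0 with fry (35), 0 without a filter (132 of 1706 sets), 7 with at least 10 counts and 30 with the block. Among the alternatives chosen after the data were seen, it was 6 with blocked camera, 0 with blocked fry (98), 22 with the GC content and length correction and the block, and 0 with signal-to-noise on FPKM (84). Leaving out a library gave from 1 set, without *Thada*-activated replicate 3, to 32 sets, without *Thada*-activated replicate 2. Without *Thada*-activated replicate 1 it gave 31, and without control replicates 1, 2 and 3 it gave 6, 3 and 21. The cause was not tested.

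Of the 7 gene lists, 1 was called by camera, the unfolded protein response. With fry and with an estimated correlation, 0 were called and 0 had an unadjusted p under 0.05. With the block, 2 were called. Blocked fry and the block with an estimated correlation were alternatives chosen after the data were seen. With the block and an estimated correlation, 0 were called, again with 0 at an unadjusted p under 0.05. Blocked fry called 1, and leaving out a library gave from 2 to 3. The interferon list, whose direction by camera was higher, turned lower with the block (adjusted p = 0.883), with blocked fry (0.977) and with the block and an estimated correlation (0.887). It also turned without control replicates 1 and 2 and *Thada*-activated replicate 3, with adjusted p-values from 0.109 to 0.599 over the fits that left out a library. The death-receptor list turned with at least 10 counts (adjusted p = 0.9995) and without control replicate 1, with a range from 0.574 to 0.991. The ER calcium list turned without control replicate 3 and *Thada*-activated replicates 1 and 2 (0.225 to 0.599), and the β-cell list turned without control replicate 3 (0.0185 to 0.466). Leaving out a library gives the conditions unequal shares of replicate 3, in which proliferation was lower (median log2 fold change -0.685). The proliferation list turned from lower to higher without *Thada*-activated replicate 3 (adjusted p = 0.000577), within a range from 0.000171 to 0.894. These p-values are from camera unless another test is named. For single lists, 10 other results passed the threshold in an alternative and 5 no longer did. The cause was not tested.

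Among the named genes, which had an adjusted p near 1, the log2 fold change changed sign in 34 combinations of gene and setting and kept its sign and side of the threshold in 410. Over the fits that each left out a library, it ranged from -0.18 to 0.48 for *Ins1*, -0.26 to 0.21 for *Ins2*, -0.18 to 0.11 for *Atp2a2*, -0.49 to 0.16 for *Ryr2*, -0.072 to 0.17 for *Itpr1*, -0.083 to 0.30 for *Itpr3*, -0.30 to 0.02 for *Atf4*, -1.57 to 0.37 for *Ddit3*, -0.28 to 0.46 for *Fadd* and -0.24 to 0.47 for *Actb*. For members of the GO sets, the range was -0.46 to 0.15 for *Trpc1*, -0.98 to 0.30 for *Cxcl10*, -0.61 to 0.0089 for *Tgm2*, -0.49 to 0.17 for *Gpr4*, -0.17 to 0.074 for *Vav2* and -0.11 to 0.051 for *Rac1*. Near *Thada*, it was -0.15 to 0.56 for *Plekhh2*, -0.027 to 0.19 for *Dync2li1*, -0.19 to 0.41 for *Lrpprc* and -0.23 to 0.23 for *Ppm1b*. Limma on FPKM with pseudocounts 1 and 0.1 turned *Ppm1b* (-0.00536 and -0.00552). Leaving out either replicate 3 library leaves the conditions with unequal shares of replicate 3, and it changed the sign for each of these genes except *Tgm2* and *Vav2*.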

Differences from the paper's values

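No test given here was chosen only after the result was seen, apart from the alternatives named as such. *Thada* was 2.19-fold higher in *Thada*-activated cells here against the paper's 2.5-fold, and the ratio of the 2 values stayed under 1.5 in each of the alternatives set before the data were examined.

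The paper reports lower transcription of both insulin genes in *Thada*-activated cells (Fig. S3h). In the RNA-seq libraries, *Ins1* was counted at 3192 ± 1277 CPM in control and 3431 ± 1058 CPM in *Thada*-activated cells (SD, n = 3), and *Ins2* at 74640 ± 24930 and 69710 ± 10600 CPM (SD, n = 3). The log2 fold change was 0.10 (standard error 0.35) for *Ins1* and -0.10 (standard error 0.29) for *Ins2*, each with an adjusted p of 1 in edgeR's quasi-likelihood test. With the replicate block it was 0.13 (standard error 0.068) for *Ins1* and -0.06 (standard error 0.090) for *Ins2*, neither past the threshold. In pairs 1, 2 and 3, the log2 differences were 0.13, 0.27 and -0.0004 for *Ins1*. For *Ins2*, they were -0.003, 0.16 and -0.33. Relative to *Actb*, the log2 differences were 0.03 (exact permutation test, two-sided, p = 0.8) and -0.16 (p = 0.6). Both genes were lower, with neither past the threshold, in the fits without control replicate 1, control replicate 2 or *Thada*-activated replicate 3, in which *Ins1* had log2 fold changes of -0.01, -0.09 and -0.18. Without control replicate 3, both were higher, with log2 fold changes of 0.48 for *Ins1* and 0.21 for *Ins2*. Without *Thada*-activated replicate 1 or 2, *Ins1* was higher and *Ins2* lower. The adjusted p for these genes ranged from 0.895 to 1 over the fits that each left out a library in edgeR.

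The paper states that 3 processes were significantly enriched by GSEA (Fig. S5c–e). Its text does not give the threshold of that GSEA, and here a set was called at an adjusted p under 0.05. The adjusted p found here by pre-ranked GSEA was 0.976 for release of sequestered calcium, 0.25 for the phospholipase C set and 0.933 for positive regulation of PI3K activity. The unadjusted p of the phospholipase C set was 0.0132 by the same GSEA, so a looser threshold could call that set. Negative regulation of PI3K activity, with 4 tested genes, had an adjusted p of 0.982, and regulation of PI3K activity 0.911. None of the 18 alternatives, whether set before the data were examined or added later, called any of these sets. The lowest adjusted p over the alternatives was 0.721, 0.259 and 0.646 for the 3 sets. The lowest unadjusted p was 0.087, 0.00219 and 0.0539.

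The paper reports differentially expressed genes between the cells (Fig. S5a), and edgeR's quasi-likelihood test called 0 genes, with 101 at an unadjusted p under 0.05. Settings that did call genes were DESeq2 (5 genes) and the replicate block (19 genes), both among the alternatives set before the data were examined. The alternatives chosen after seeing the values that called genes were replicates 1 and 2 alone, a batch term for replicate 3, the blocked DESeq2 fit, the blocked fits with a GC content and length correction or other library sizes, and the blocked fits without a pair of libraries. All 5 genes called by DESeq2 were among the 6 genes with a q-value under 0.05 in the authors' deposited comparison. The remaining gene, *Pdyn*, had a log2 fold change of -0.43 in that comparison and -0.43 here (adjusted p = 0.0113 by the blocked edgeR test), under the fold change threshold.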

Other observations

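Several tests given here were chosen only after the result was seen. They were the tests of sequencing depth and of the share of counts outside the top genes for replicate 3. The simulations of the unfolded protein response list were also chosen then. So were the blocked fits tested by fry, with an estimated correlation, or with the correction for GC content and gene length. The other tests given here were chosen before.

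The replicate 3 libraries of both conditions differed from replicates 1 and 2. In the fit with condition and replicate number, edgeR's quasi-likelihood test called 3743 genes between replicates 3 and 1 (1875 higher and 1868 lower), 3782 between replicates 3 and 2, and 0 between replicates 2 and 1 (130 at an unadjusted p under 0.05). *Txnip*, chosen after its values were seen like *Etv4* and *Etv5*, was higher in replicate 3 by a log2 fold change of 3.69 (adjusted p = 1.44e-11 in this edgeR test), and *Etv4* and *Etv5* were lower, at -3.17 and -3.10. *Ins1* (0.82) and *Ddit3* (1.97) were higher, and *Actb* (-1.53), *Ryr2* (-1.35) and *Fadd* (-1.62) lower. Of the lists, proliferation (median log2 fold change -0.69), the unfolded protein response (-0.48), β-cell identity (-0.35) and ER calcium handling (-0.25) were lower in replicate 3 and the interferon list (0.57) was higher, each past the threshold by camera (adjusted p from 1.21e-05 to 0.0291) and by fry (adjusted p from 0.000279 to 0.00578). Other pancreatic cells (-0.57) passed by fry alone (adjusted p = 0.032), and death-receptor apoptosis (-0.01) by neither.

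The mean total of the replicate 3 libraries was 100.4% of that of the other 4 libraries, and each lay within the range of the other 4, which argues against depth. The share of counts outside the 20 top genes differed between replicates 3 and 1 of a condition by a log2 shift of at most 0.0367, far below a fold change of 1.5, which argues against a few genes taking most of the counts. The correction for GC content and gene length left 3481 called genes between replicates 3 and 1. RNA from other pancreatic cells would raise the hormone and exocrine genes together, but 4 of the 6 tested members were lower, among them *Sst* (-1.14, mean 114 CPM), and *Ppy* was higher (0.70, mean 24.8 CPM). What remains open is the state or handling of the culture, such as density, medium or passage, and a library batch, since neither the labels nor the paper give one. No biological explanation was tested, because the design names none for the replicate number.

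The difference between conditions did not follow the difference of replicate 3. Across genes, Spearman's rho between the blocked contrasts was -0.067, and the other 3 splits that part all pairs had absolute values from 0.083 to 0.151. Genes are not independent replicates, so no p-value is given. This is not what a shift of the conditions along the same change of culture would give.

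The unfolded protein response list was lower in *Thada*-activated cells. Of its 27 tested genes, 26 were lower, with a median log2 fold change of -0.18 (adjusted p = 1.86e-06 by camera over 7 lists, and 1.32e-10 with the replicate block). The adjusted p was 0.819 by fry and 0.2 by blocked fry, and with an estimated correlation it was 0.312, and 0.639 with the block. In 100 simulations that lowered this list by a log2 shift of 0.2, fry without the block and camera with an estimated correlation in either fit called it 0 times, so these 3 values do not count against the list, while blocked fry called it 76 times. The adjusted p by camera was 0.485 without *Thada*-activated replicate 3. Fits that leave out a library have unequal shares of replicate 3, in which this list was lower. No member was called over all genes, with or without the block. At a p under 0.05 adjusted over the list alone, with no threshold on the fold change, 0 passed without the block and 16 with it. The median was below 0 in all pairs, and the pair nearest 0 had -0.12. It was -0.20 after the correction for GC content and gene length. Of the 4 splits that part all pairs, 1 gave as small a p by blocked camera, namely the real one, at an unadjusted p of 1.88e-11. The other 3 gave unadjusted p-values of 0.355, 1.06e-05 and 8.07e-05 by blocked camera, with medians of 0.03, -0.10 and 0.11, so that this test passed under relabelling too. Lower expression of these genes under *Thada* activation may be real, but 4 splits cannot exclude chance. *Atf4* (-0.18, standard error 0.23) and *Ddit3* (-0.85, standard error 0.80) had an adjusted p of 1 in edgeR's test without the block. With it, both were among the 16, and *Atf4* was at -0.20 (standard error 0.069, unadjusted p = 0.0141, adjusted p = 0.34 over all genes) and *Ddit3* at -0.66 (standard error 0.165, unadjusted p = 0.00676, adjusted p = 0.283 over all genes) in the same edgeR test.

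The other lists were not called by camera without the block. The median log2 fold change was 0.07 for β-cell identity (21 of 32 higher, adjusted p = 0.103 by camera and 0.946 by fry), 0.03 for death-receptor apoptosis (13 of 23 higher, 0.958), 0.04 for other pancreatic cells (5 of 6 higher, 0.0686), 0.01 for ER calcium handling (9 of 18 higher, 0.958), -0.03 for the interferon response (12 of 20 lower, 0.958) and -0.06 for proliferation (17 of 26 lower, 0.19). With the block, the β-cell list passed by camera (adjusted p = 0.00906) and not by fry (0.347), and death-receptor apoptosis passed by fry (0.0261) and not by camera (0.412). Adjusted over the list alone, 1 gene of the other pancreatic list and 0 of the others passed without the block. With it, and named after their values were seen, *Ucn3* and *Syt7* of the β-cell list, *Ppy* and *Krt19* of the other pancreatic list and *Atp2a3* of the ER calcium list passed. Each of the 10 splits of the 6 libraries gave at least as many called lists as the real split, which gave 1, so that chance and the conditions cannot be told apart for this count.

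The same holds for GO sets. Each of the 10 splits gave at least as many called GO sets without the block as the real split, and with the block 3 of the 4 splits that part all pairs did. The other 3 splits gave 77, 29 and 60 sets against 30. Chance and a difference between the conditions cannot be told apart for these sets with so few splits.

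The genes of the ER calcium channels and pumps named in the paper showed no change past the threshold. *Ryr2* held 99.3% of the counts on the ryanodine receptor genes (4035 counts, against 6 on *Ryr1* and 21 on *Ryr3*). Its log2 fold change was -0.13 (standard error 0.50), and those of *Atp2a2*, *Itpr1*, *Itpr2*, *Itpr3* and *Fkbp1b* were -0.05, 0.07, -0.25, 0.11 and 0.21, each with an adjusted p of 1 by edgeR. *Fadd* (0.11) and *Casp8* (-0.15) also had an adjusted p of 1 by edgeR, and *Tnfrsf10b*, at 0.484 and 0.549 CPM, was too low to be tested. *Actb*, the reference gene of the paper's quantitative PCR, had a log2 fold change of 0.11 with a standard error of 0.56.

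Of 7 listed genes with a start within 500 kb of that of *Thada*, 5 were tested and 0 passed the threshold with or without the block. *Plekhh2* alone had an unadjusted p under 0.05 (0.00983 with the block, log2 fold change 0.29, adjusted p = 0.309 by edgeR). *Dync2li1*, *Lrpprc* and *Ppm1b* had log2 fold changes of 0.11, 0.18 and 0.01 without the block, and of 0.10, 0.29 and 0.002 with it. Reads of *Zfp36l2* counted on *Thada* are unlikely to explain the rise of *Thada*, since *Zfp36l2* had a log2 fold change of 0.086 with the block. No tested neighbour rose as much as *Thada*, which had a log2 fold change of 1.15 with the block. *Plekhh2* was higher in each of the 3 pairs (log2 differences 0.09, 0.24 and 0.66), so a smaller rise of a neighbour is not excluded.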
